# Proteasome inhibition triggers tissue-specific immune responses against different pathogens in *C*. *elegans*

**DOI:** 10.1371/journal.pbio.3002543

**Published:** 2024-03-11

**Authors:** Manish Grover, Spencer S. Gang, Emily R. Troemel, Michalis Barkoulas

## Abstract

Protein quality control pathways play important roles in resistance against pathogen infection. For example, the conserved transcription factor SKN-1/NRF up-regulates proteostasis capacity after blockade of the proteasome and also promotes resistance against bacterial infection in the nematode *Caenorhabditis elegans*. SKN-1/NRF has 3 isoforms, and the SKN-1A/NRF1 isoform, in particular, regulates proteasomal gene expression upon proteasome dysfunction as part of a conserved bounce-back response. We report here that, in contrast to the previously reported role of SKN-1 in promoting resistance against bacterial infection, loss-of-function mutants in *skn-1a* and its activating enzymes *ddi-1* and *png-1* show constitutive expression of immune response programs against natural eukaryotic pathogens of *C*. *elegans*. These programs are the oomycete recognition response (ORR), which promotes resistance against oomycetes that infect through the epidermis, and the intracellular pathogen response (IPR), which promotes resistance against intestine-infecting microsporidia. Consequently, *skn-1a* mutants show increased resistance to both oomycete and microsporidia infections. We also report that almost all ORR/IPR genes induced in common between these programs are regulated by the proteasome and interestingly, specific ORR/IPR genes can be induced in distinct tissues depending on the exact trigger. Furthermore, we show that increasing proteasome function significantly reduces oomycete-mediated induction of multiple ORR markers. Altogether, our findings demonstrate that proteasome regulation keeps innate immune responses in check in a tissue-specific manner against natural eukaryotic pathogens of the *C*. *elegans* epidermis and intestine.

## Abstract 2

Protein quality control pathways play important roles in resistance against pathogen infection. This study shows that proteasome regulation keeps innate immune responses in check in a tissue-specific manner, against natural eukaryotic pathogens of the C. elegans epidermis and intestine.

## Introduction

The evolutionary history of *Caenorhabditis elegans* is shaped by various biotic interactions in its natural habitat [1]. These interactions include beneficial and pathogenic microbes, which trigger a diverse set of responses in *C*. *elegans* [1]. Studying *C*. *elegans* under some conditions encountered in its natural environment can provide novel insights, such as new functions for genes lacking functional annotation in the genome [1]. For example, the identification of oomycetes as natural pathogens of *C*. *elegans* revealed a previously uncharacterized family of *chitinase-like (chil)* genes as immune response effectors, which can modify cuticle properties to prevent oomycete attachment and consequently infection [2]. Most *chil* genes are not expressed in lab culture conditions and can only be induced upon pathogen recognition together with a broader subset of genes previously described as the oomycete recognition response (ORR) [3]. *C*. *elegans* can similarly mount specific responses against other natural pathogens as well, for example, the intracellular pathogen response (IPR) against microsporidia and the Orsay virus [4,5].

While the nematode is likely to use its sensory capabilities to detect pathogens and activate pathogen-specific responses [6], it also uses surveillance immunity as a broad way to tackle pathogenic attacks [7]. Pathogens can hijack the host cellular machinery to support their growth and development, and in doing so, they may disrupt core cellular processes, such as transcription, translation, protein turnover, and mitochondrial respiration. As a result, disruption to these processes can be sensed as a pathogenic attack leading to activation of immune responses [8–10]. For example, inhibition of translation by *Pseudomonas aeruginosa* exotoxin A leads to activation of immune response genes through transcription factors such as ZIP-2 and CEBP-2 [8,9,11]. Disruption of mitochondrial proteostasis by *P*. *aeruginosa* also induces immune responses [12,13]. Similarly, RNAi and microbial toxin perturbation of various core cellular processes induces detoxification enzymes and aversion behavior in *C*. *elegans* [10]. Likewise, the IPR can be induced either by inhibition of the purine salvage pathway as seen in *pnp-1* mutants [14,15] or by blockade of the major protein degradation machinery in the cell, the proteasome [4,16].

A major player regulating proteostasis upon proteasome blockade is the conserved transcription factor SKN-1/NRF [17,18]. One of its isoforms, SKN-1A (NRF1/NFE2L1 in humans), is normally localized in the endoplasmic reticulum membrane where it is glycosylated and then targeted for proteasomal degradation (Fig 1A) [19]. However, upon proteasome blockade, the glycosylated isoform escapes degradation and is edited by PNG-1 (NGLY1 in humans), a conserved N-glycanase that converts the N-glycosylated asparagine residues to aspartic acid, and the edited protein then translocates to the nucleus [19]. Inside the nucleus, DDI-1 (DDI2 in humans), a conserved aspartic protease, cleaves the N-terminal region of the protein, and this processed SKN-1A is now activated to up-regulate expression of proteasomal subunits to increase proteostasis capacity in a bounce-back response (Fig 1A) [19–21]. In addition to its role in promoting proteostasis capacity, SKN-1 is also required to respond to oxidative stress [22] and promotes resistance to bacterial pathogens, such as the human pathogens *P*. *aeruginosa* and *Enterococcus faecalis* [23–25].

**Fig 1:**
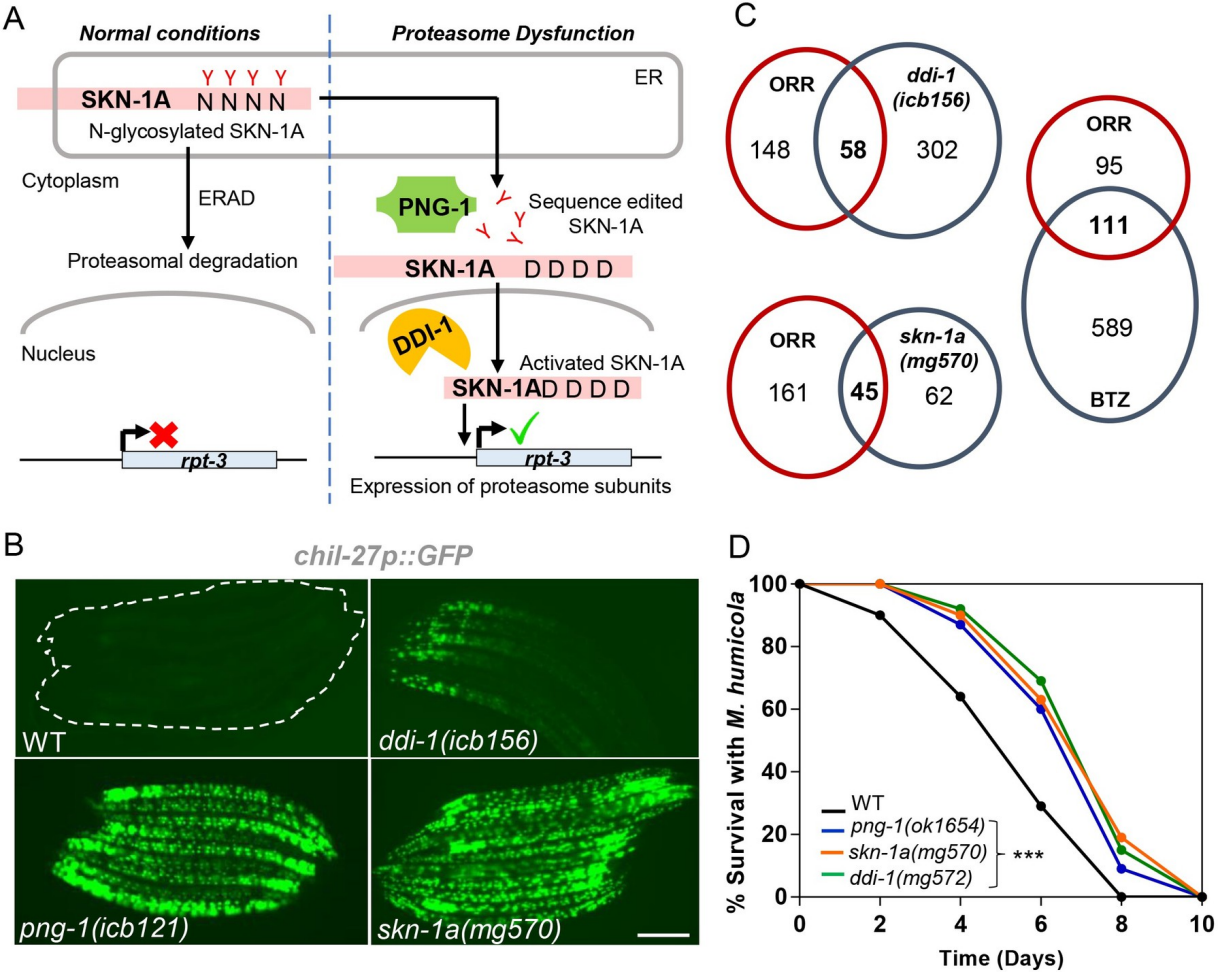
Proteasome impairment activates ORR in *C*. *elegans*. **(A)** Schematic showing the proteasome surveillance pathway and the stepwise activation of SKN-1A for transcription of proteasomal subunits. **(B)** L4 stage *C*. *elegans* showing constitutive *chil-27p*::*GFP* expression in *ddi-1(icb156)*, *png-1(icb121)*, and *skn-1a(mg570)* mutant animals. Note that *skn-1a* and *png-1* show a stronger, full body activation of the *chil-27p*::*GFP* marker in comparison to *ddi-1* mutants, which might reflect the fact that *png-1* and *skn-1a* are essential components of the proteasome surveillance pathway, while *ddi-1* has been shown to be dispensable [19]. Scale bar is 100 μm. **(C)** Venn comparisons showing significant overlap between up-regulated genes in the transcriptome of *ddi-1(icb156)* and *skn-1a(mg570)* mutant, and BTZ-treated animals with ORR (RF 13.8, *p* < 6.171e-50 for comparison with *ddi-1*; RF 13.6, *p* < 5.518e-101 for comparison with BTZ and RF 36.0, *p* < 1.249e-59 value for comparison with *skn-1a*). **(D)** *ddi-1(mg572)*, *png-1(ok1654)*, and *skn-1a(mg570)* mutant animals exhibit reduced susceptibility to infection by *M*. *humicola* as compared to WT *C*. *elegans* (*n* = 60 per condition, performed in triplicates, *p* < 0.001 based on log-rank test, a representative graph for one of the 3 replicates is shown). The numerical data for all 3 replicates is available in Supporting information S1 Data. BTZ, bortezomib; ORR, oomycete recognition response.

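Of the 157 ORR genes that could be tested in 3 ddi-1(icb156) and 3 wild-type samples of L4 animals, 83 were higher in the mutants, 14 were lower and 60 did not pass, at a p below 0.01 and an adjusted p below 0.1 from edgeR's quasi-likelihood test. Adjusted over the list alone, with the same limit on p, 83 were higher and 14 were lower. The limit on p decided both counts, so this is no separate check. The ORR genes, which C. elegans induces when it recognises oomycetes, were listed in earlier work from other samples. The median ORR gene had a log2 fold change of 1.38 (quartiles 0.10 and 2.84, 157 genes), or 0.58 on log2(TPM + 1), a scale that understates the change of low genes. With a stricter filter on low counts, 54 of 103 tested ORR genes were higher. chil-27, the chitinase-like gene whose promoter drives the GFP reporter of the screen, rose from 0.137 ± 0.0895 CPM (counts scaled to the size of the library; SD, n = 3) in wild type to 3.18 ± 0.567 CPM (SD, n = 3) in the mutants. This is a log2 fold change of 4.51 (standard error 0.46, adjusted p = 0.00187 from the same test), from 17 counts over the wild-type samples and 318 over the mutants. chil-18, another chitinase-like gene, rose from 0.225 ± 0.0524 CPM to 3.36 ± 1.41 CPM (SD, n = 3 each), with a log2 fold change of 3.89 (standard error 0.42, adjusted p = 0.00250). On WBcel235, chil-27 lies on chromosome II from 9477867 to 9479696 and chil-18 on the same chromosome from 9448265 to 9449717. chil-27 overlaps exons of T19H5.7, so some of its counts are uncertain. F42C5.3 had a log2 fold change of 4.53 (standard error 0.16, adjusted p = 1.04e-04) and zip-1, which encodes a bZIP transcription factor and overlaps exons of pph-4.1, one of 2.01 (standard error 0.08, adjusted p = 1.25e-04). The ORR genes that fell included the collagen gene col-60, with a log2 fold change of -6.93 (standard error 0.48, adjusted p = 0.00104). Its level also differed among the wild-type samples, at 8456, 2414 and 5746 counts in replicates 1 to 3.

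Of the 462 genes that passed and rose by more than 1.5 on the log2 scale, 71 were ORR genes against 4.71 expected, a representation factor (RF) of 15.1 (one-sided Fisher's exact test over 15410 tested genes, p = 1.83e-66). Among these 71 genes, 57 are also on the list of genes induced by BTZ and 30 are IPR genes. The paper's text states no minimum for the fold change. In S1 Table, of which the first 1998 of the 4064 rows were read, 360 genes are listed above 1.5 in a column headed log2, as many as in the ddi-1 circle of Fig 1C. The minimum of 1.5 on the log2 scale follows that heading, but the listed values are natural logs, so it is lower than the one that gives 360 genes there. Without wild-type replicate 2, 740 genes were over the minimum, 78 of these were ORR genes and the RF was 10.3. With the minimum on the natural log scale of the table, 57 of 239 genes were ORR genes and the RF was 23.4. Fisher's exact test takes genes as independent. The set test camera allows for correlation between genes. For the ORR list it gave an adjusted p of 4.16e-15 with a preset correlation of 0.01, or adjusted p = 0.0487 with an estimated correlation, which was 0.040.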

Here, we show that, in contrast to previous studies demonstrating a protective role for SKN-1 in promoting resistance against bacterial pathogens, mutants in the SKN-1A-driven proteasome surveillance pathway result in constitutive expression of ORR and IPR and consequently exhibit resistance against infection by oomycetes and microsporidia. Rescue of *skn-1a* specifically in the epidermis or the intestine was sufficient to restore wild-type levels of infection by oomycetes and microsporidia, respectively. Moreover, we report that the ORR/IPR genes induced in common in these programs, are also regulated through the proteasome and can be induced in distinct tissues depending on the exact trigger. Notably, we show that by increasing proteasome function, there is a partial inhibition of oomycete-mediated induction of ORR markers, suggesting that the response to pathogens may directly involve stabilization of factors normally degraded by the proteasome. Therefore, our findings, together with other studies in flies and mammals [26–29], highlight how proteasome regulation keeps a range of innate immune responses in check in a tissue-specific manner.

## Results

### Mutants in the proteasome surveillance pathway show constitutive activation of the ORR

We performed a chemical mutagenesis screen on animals carrying the *chil-27p*::*GFP* reporter, which is not expressed in wild-type animals under standard growth conditions, but is strongly induced upon recognition of oomycete pathogens [2,30]. We obtained several independent mutants with constitutive epidermal expression of *chil-27p*::*GFP*, either in a graded manner with maximum GFP expression in the head region as previously reported [2], or strong expression throughout the body in late larval stages and early adults (Fig 1B). Three mutations were mapped to *ddi-1* and *png-1*, 2 genes known to play a role in the proteasome surveillance pathway by regulating SKN-1A [18,19] (Figs 1A and S1A). To determine if the non-synonymous *ddi-1(icb156)* mutation isolated from the screen represented a gain or loss-of-function allele, we tested existing strong loss-of-function *ddi-1* mutants carrying either a deletion within the gene (*mg571*) or a mutation in the active site of the protein (*mg572*) [18]. In both cases, we found similar *chil-27p*::*GFP* induction (S1B Fig), confirming that *ddi-1(icb156)* represents a loss-of-function allele. Similarly, the recovery of a frameshift and a nonsense mutation in *png-1* suggested that constitutive *chil-27p*::*GFP* expression is likely attributed to loss-of-function of the gene, which was further confirmed using the independently derived *png-1(ok1654)* deletion allele [31] (S1B Fig).

As PNG-1 and DDI-1 are required to activate SKN-1A, we analyzed *chil-27p*::*GFP* expression upon loss-of-function of *skn-1a*. Here, we found constitutive expression throughout the body of the animal (Fig 1B). The response was also recapitulated by *skn-1* RNAi (S1B Fig), which is known to affect both *skn-1a* and *skn-1c* isoforms as the entire *skn-1c* sequence is shared by *skn-1a* (S2A Fig). Because PNG-1 is required specifically for activation of the SKN-1A isoform and SKN-1C does not undergo sequence editing [19], the involvement of SKN-1C in activating *chil-27p*::*GFP* seemed unlikely. However, to test this possibility, we performed *wdr-23* RNAi on *skn-1a(mg570)* mutant animals. WDR-23 is a WD40 protein known to specifically suppress SKN-1C function, inhibition which is released, for example, under oxidative stress to allow SKN-1C activation [32,33]. We found that *wdr-23* RNAi did not suppress *chil-27p*::*GFP* induction in *skn-1a(mg570)* mutants, while it activated a *gst-4p*::*tdTomato* reporter in wild type as expected (S2B Fig). Furthermore, we treated *skn-1a(mg570)* animals with *skn-1* RNAi to address the possibility of *skn-1c* isoform contributing to *chil-27p*::*GFP* induction in the absence of *skn-1a*. However, *skn-1* RNAi did not have any effect on the expression of *chil-27p*::*GFP* in *skn-1a* mutants (S2B Fig). Altogether, these results suggest that the *skn-1c* isoform does not regulate expression of *chil-27p*::*GFP*, which is induced specifically by the loss of the *skn-1a* isoform.

Mutants in *skn-1a* have reduced proteasome subunit gene expression and, as a result, experience proteasome dysfunction [34]. Reduced proteasomal subunit gene expression may affect the induction of immune programs through non-proteolytic roles that have recently been ascribed to proteasomal subunits. If this were the case, then induction would not be affected by proteasome impairment via bortezomib (BTZ) drug treatment [35]. To determine if impairment of proteasome function can induce the ORR, we performed RNAseq analysis of *ddi-1(icb156)* mutants versus wild-type controls and compared the set of up-regulated genes with those previously reported for inhibition of proteasomal activity by BTZ drug treatment [36], oomycete recognition response [3], and *skn-1a* loss-of-function [36]. 

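Whole animals were grown at 20°C and collected as L4 larvae, and RNA was sequenced from 3 samples of wild type and 3 of ddi-1(icb156), each labelled as a biological replicate. S2 Table lists ddi-1(icb156) in a strain that carries the chil-27p::GFP reporter, and whether the wild-type samples carry it is not given in the sources used here. The ddi-1 gene, which encodes the aspartic protease that cleaves SKN-1A, lies on chromosome IV from 6522867 to 6524571 of WBcel235. It gave 49.2 ± 1.03 CPM (SD, n = 3) in wild type and 35.3 ± 0.242 CPM (SD, n = 3) in the mutants, a log2 fold change of -0.48 (standard error 0.05, adjusted p = 0.00308 from edgeR's quasi-likelihood test). The allele is a non-synonymous mutation, so this level does not check the labels. The authors estimated counts for 37058 transcripts per sample with kallisto against the WormBase transcriptome and tested them with Sleuth's Wald test. The estimated counts came to 47142002, 40904947 and 40554395 in wild-type replicates 1 to 3 and to 28962104, 36258118 and 33401183 in ddi-1(icb156) replicates 1 to 3. Here they were summed per gene, rounded to whole numbers, scaled by TMM, which corrects library sizes for composition, and filtered for low counts. Sleuth's bootstraps were not used here.

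In the mutants 1535 genes were higher, 2071 were lower and 11804 did not pass. Leaving out a single library gave 931 to 3085 higher and 771 to 3474 lower genes. The highest counts came without wild-type replicate 2, and every other library left out gave at most 1040 higher and 1198 lower genes. Of the calls, 42.6% were higher, against 53.2% when samples were scaled by library size alone, 52.2% on log2(TPM + 0.5) and 53.0% on log2(TPM + 1). Groups of genes for reproduction and yolk were lower in the mutants and differed among the wild-type samples. All 6 yolk protein genes fell, with a median log2 fold change of -4.60, or -3.87 on log2(TPM + 1) (camera adjusted p = 1.36e-06, or adjusted p = 0.157 with an estimated correlation). Of 29 genes for major sperm proteins, whose near-identical copies share reads, 27 fell and 2 did not pass (median -2.32, camera adjusted p = 1.25e-09, or adjusted p = 0.384 with an estimated correlation). Of 14 genes of oogenesis and the eggshell, 12 fell and 2 did not pass (median -1.40, camera adjusted p = 2.68e-06, or adjusted p = 0.381 with an estimated correlation). The counts adjusted over the list alone were the same for these lists. All 6 yolk protein genes also passed with each single library left out, whereas 14, 10, 1, 1 and 6 of the major sperm protein genes and 3, 3, 3, 2 and 5 of the oogenesis and eggshell genes still passed as lower without wild-type replicate 1, wild-type replicate 3 and ddi-1(icb156) replicates 1 to 3. With each library left out in turn, the medians of these 2 lists were -2.73 to -2.07 and -1.70 to -1.21, with 28 to 30 and 12 to 14 genes lower at an unadjusted p below 0.05. Against the wild-type mean, the median of the major sperm protein genes was 0.61, -1.27 and 0.66 on the log2 scale in wild-type replicates 1 to 3, and -2.03, -2.50 and -1.81 in the mutants. Wild-type replicate 2 also lay apart over all tested genes. On the first principal component it scored -17.2, against -77.4 and -74.9 in wild-type replicates 1 and 3 and 50.6 to 62.8 in the mutants.

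**Figure D1:**
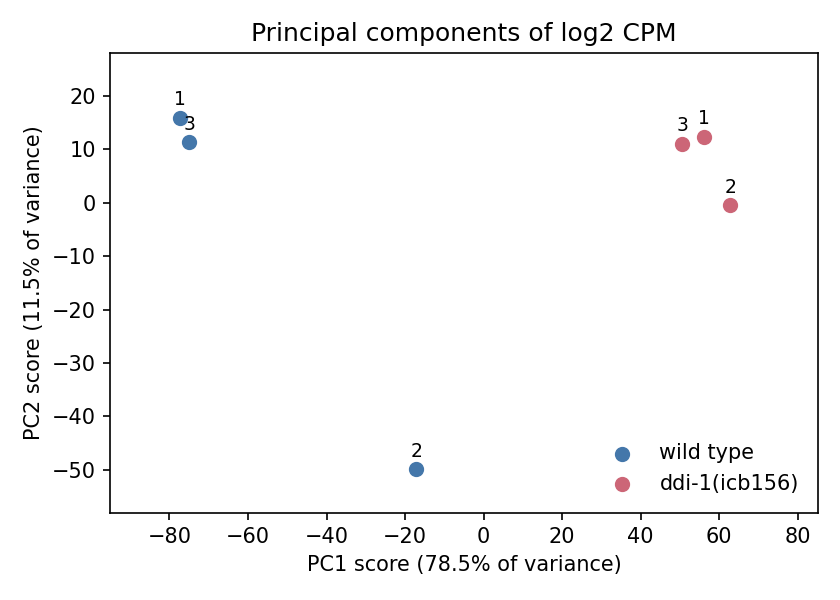
Scores of the 6 samples on the first and second principal components of log2 CPM over all tested genes, with the replicate number beside each point. The horizontal axis carries 78.5% of the variance and the vertical axis 11.5%, and wild-type replicate 2 lies at -17.2 and -49.9 on them.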

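Genes on the published list for skn-1a(mg570), which lacks the transcription factor isoform that DDI-1 cleaves, were higher in ddi-1(icb156) mutants more often than lower. Of the 82 tested genes of this list, 53 were higher, 2 were lower and 27 did not pass, with 53 higher and 2 lower when adjusted over the list alone, and the median log2 fold change was 2.10, or 0.83 on log2(TPM + 1) and 2.74 with the stricter filter, where 35 of 49 tested genes were higher. fbxa-182, which encodes an F-box protein, rose from 2.55 ± 0.165 to 47.2 ± 2.21 CPM (SD, n = 3 each), a log2 fold change of 4.21 (standard error 0.08, adjusted p = 1.44e-05 from edgeR's quasi-likelihood test). F07E5.9 had a log2 fold change of 4.61 (standard error 0.19, adjusted p = 1.42e-04). The genes that fell were ech-1.1, a predicted enoyl-CoA hydratase gene, at -1.14 (standard error 0.15, adjusted p = 0.00525), and Y6B3B.1, named after its values were seen, at -1.32 (standard error 0.27, adjusted p = 0.0217). Of the genes over the fold minimum of 1.5, 48 are on the skn-1a list against 2.46 expected, an RF of 19.5 (one-sided Fisher's exact test, p = 3.46e-52), or 50 genes and an RF of 12.3 without wild-type replicate 2. The RF was 32.2 (41 genes) with the minimum on the natural log scale, 30.3 with the stricter filter and 11.3 against a background of genes of low expression. The set test camera gave an adjusted p of 8.66e-22, or adjusted p = 0.0451 with an estimated correlation. Of the 36 tested genes that are on the ORR, BTZ and skn-1a lists alike, 29 rose over the minimum, and 21 of these are also IPR genes. Of all genes over the minimum, 333 are on none of these 3 lists.

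Among genes that the paper follows by other methods, Y71H2AR.2, droe-8, B0507.8, skr-3, cul-6 and pals-5 rose. rpt-3, which encodes an ATPase subunit of the proteasome, fell (log2 fold change -0.73, standard error 0.06, adjusted p = 0.00132). gst-4, col-12 and sur-5, whose promoters drive reporters in the paper, did not pass, at log2 fold changes of -0.39, -0.33 and 0.10 (adjusted p = 0.134, 0.388 and 0.720). gst-4 passed with the replicate number as a block (-0.41, adjusted p = 0.0345), and col-12 and sur-5 passed without wild-type replicate 2 (-0.59 and 0.35, adjusted p = 0.00206 and 0.00539), with adjusted p over the alternatives of up to 0.289, 0.820 and 0.968. Y71H2AR.2, on chromosome III from 2839120 to 2840927, had a log2 fold change of 5.06 (standard error 0.57, adjusted p = 0.00232), or 5.97 without wild-type replicate 3. On chromosome V, droe-8 (8726528 to 8728957) had one of 3.94 (standard error 0.19, adjusted p = 3.47e-04) and B0507.8 (8760622 to 8762961) one of 4.66 (standard error 0.18, adjusted p = 1.94e-04), and droe-8 overlaps exons of ZC196.9. skr-3, which encodes a Skp1-related protein, rose from 50.1 ± 3.76 to 87.6 ± 1.64 CPM (SD, n = 3 each), and cul-6, which encodes a cullin of the same ubiquitin ligase family, from 6.21 ± 0.349 to 12.9 ± 0.751 CPM (SD, n = 3 each). Their log2 fold changes were 0.81 (standard error 0.07, adjusted p = 0.00143) and 1.05 (standard error 0.12, adjusted p = 0.00282). pals-5, a gene of the pals family, passed at few counts, 17 over the wild-type samples and 58 over the mutants, with a log2 fold change of 2.04 (standard error 0.51, adjusted p = 0.0316). It no longer passed with the replicate number as a block (log2 fold change 1.97, adjusted p = 0.0440), with every library thinned to the smallest total (1.87, adjusted p = 0.0661) or on log2(TPM + 1) (0.44, adjusted p = 0.0519). Nor did it pass without wild-type replicate 1 (1.89, adjusted p = 0.0980), wild-type replicate 3 (1.88, adjusted p = 0.106), ddi-1(icb156) replicate 2 (2.17, adjusted p = 0.0926) or ddi-1(icb156) replicate 3 (1.59, adjusted p = 0.0782). The adjusted p over all alternatives ran from 0.00826 to 0.106. The paper reasons that, if lower proteasomal subunit gene expression acted through non-proteolytic roles of the subunits, BTZ would leave the induction unaffected. It set the genes up-regulated in ddi-1(icb156) mutants beside those of BTZ treatment, the ORR and skn-1a loss to determine if an impaired proteasome can induce the ORR.

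**Figure D2:**
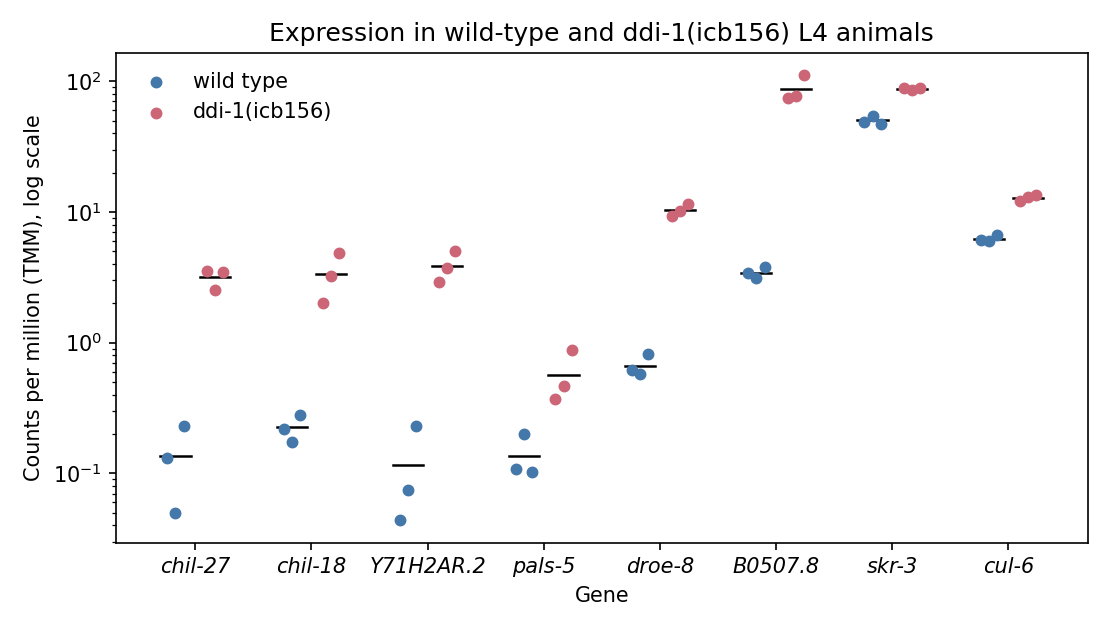
CPM of 8 genes in the 3 wild-type and 3 ddi-1(icb156) samples on a log axis, with a point for each sample and a line at the mean of each group. For each gene the mutant points lie above the wild-type points, from means of 0.137 and 0.571 CPM for pals-5 to 50.1 and 87.6 CPM for skr-3.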

A significant overlap was identified between all these datasets (Figs 1C and S1C, and S1 Table). Wild-type animals treated with high dose of BTZ show induction of *chil-27* as previously described [16], and this induction is rapid at the *chil-27* mRNA level within 15 min post exposure to the drug as opposed to 1 h required upon exposure to oomycete extract (S3A and S3B Fig), which further suggested a link between the induction of ORR and proteasome dysfunction. The physiological consequence of activated ORR was revealed by an infection assay where *ddi-1(mg572)*, *png-1(ok1654)*, and *skn-1a(mg570)* mutants showed enhanced survival in the presence of the oomycete pathogen *Myzocytiopsis humicola* (Fig 1D). The enhanced survival phenotype was recapitulated both by *skn-1* RNAi treated WT or *skn-1a(mg570)* animals (S2C Fig), as well as BTZ-treated animals (S3C Fig). These findings are consistent with ORR induction in *skn-1a* mutants being protective against oomycete infection and associated with loss of proteasomal activity, as opposed to reduced proteasomal gene expression having an impact independent of proteasomal activity.

### Proteasome impairment in the epidermis is sufficient to induce the ORR

Induction of the ORR requires cross-tissue communication with chemosensory neurons likely sensing the pathogen and signaling to the epidermis where induction of *chil* genes takes place to combat the infection [3]. Having discovered that proteasome inhibition can activate the ORR, we wanted to determine whether this inhibition is required in a tissue-specific manner or not. To address this question, we performed tissue-specific rescue of *skn-1a(mg570)* mutants by expressing *skn-1a* under a *rab-3p* (pan-neuronal), *dpy-7p* (epidermal), or *vha-6p* (intestinal) promoter. We found that only the epidermal rescue of *skn-1a* repressed expression of *chil-27p*::*GFP* (Fig 2A). We further investigated this question by performing tissue-specific RNAi of the proteasomal subunit *rpt-5* [10,37,38], where we found that only epidermal RNAi of *rpt-5* was able to induce *chil-27p*::*GFP* expression (Fig 2B). We also tested the survival of tissue-specific rescued lines of *skn-1a* in the presence of *M*. *humicola* and found only epidermal overexpression of *skn-1a* to rescue the enhanced oomycete resistance phenotype (Fig 2C). These findings demonstrate that proteasome impairment, or rescue of proteasome surveillance function specifically in the epidermis, regulates the ORR and oomycete resistance.

**Fig 2:**
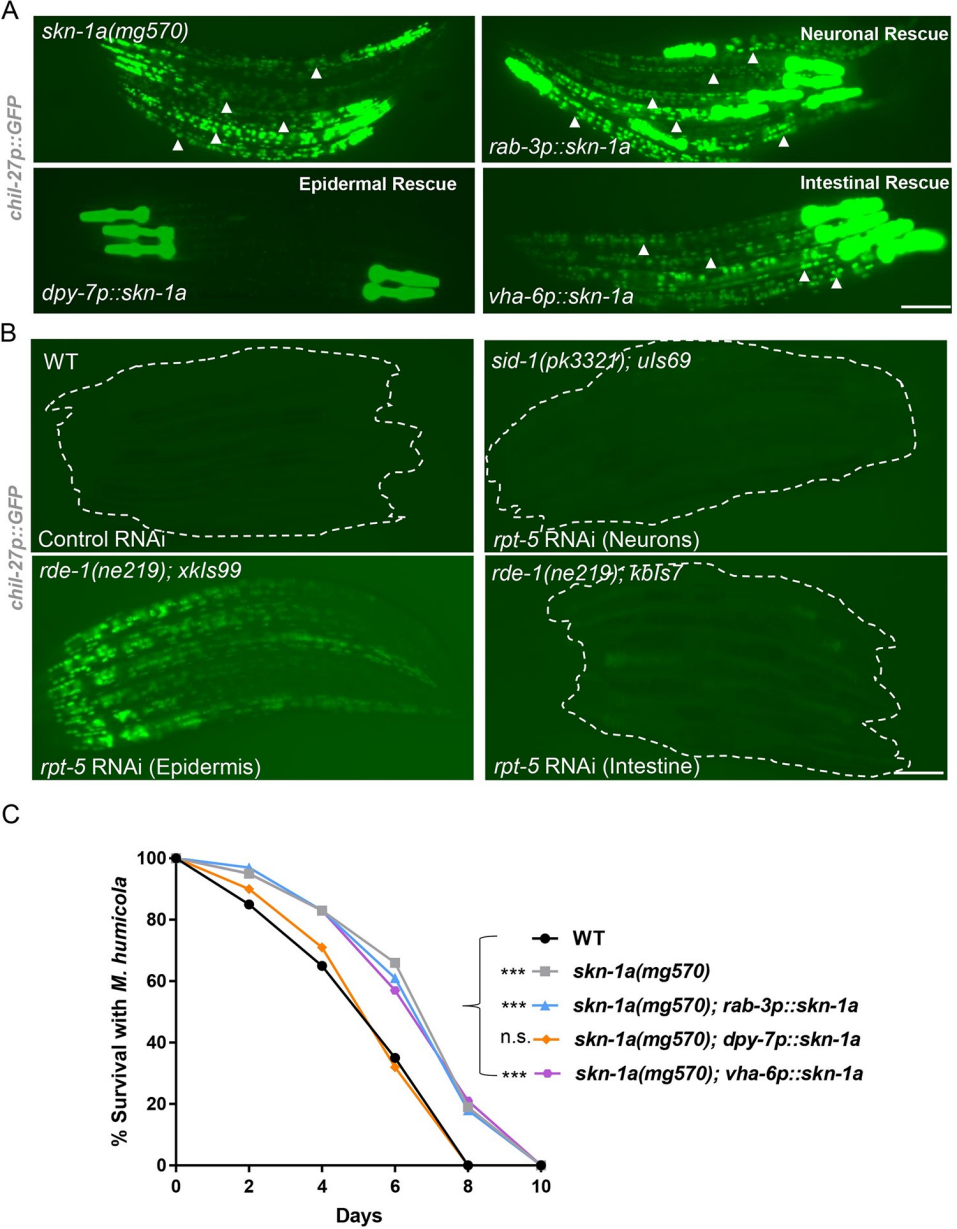
Proteasome impairment in the epidermis is sufficient to activate the ORR. **(A)** Epidermal (*dpy-7p*), neuronal (*rab-3p*), and intestinal (*vha-6p*) rescue of *skn-1a* function in *skn-1a(mg570)*. Note loss of GFP puncta in the body (shown by arrowheads) corresponding to *chil-27p*::*GFP* expression specifically upon epidermal rescue (3 independent transgenic lines analyzed, representative image shown). In all cases, *myo-2p*::*GFP* has been used as a co-injection marker that labels the pharynx. **(B)** Tissue-specific proteasome dysfunction induced by epidermal-specific, intestine-specific, and neuronal-enhanced RNAi of *rpt-5* (*n* > 50 per condition, performed in triplicates, representative image shown). Scale bars in A and B are 100 μm. **(C)** Survival analysis of *skn-1a(mg570)* mutants with *skn-1a* function rescued in neurons (*rab-3p*::*skn-1a*), epidermis (*dpy-7p*::*skn-1a*), and intestine (*vha-6p*::*skn-1a*) (*n* = 60 per condition, performed in triplicates, *p* < 0.001 based on log-rank test, a representative graph for one of the 3 replicates is shown). The numerical data for all 3 replicates is available in Supporting information S1 Data. ORR, oomycete recognition response.

Previous work has led to the identification of other epidermal regulators of ORR, namely, the receptor tyrosine kinase OLD-1 [39] that is specific to oomycete recognition, and the PALS-22/PALS-25 antagonistic paralogs [16,30], which regulate the immune response against both oomycetes and microsporidia. We thus asked whether activation of ORR upon proteasome dysfunction requires *old-1* or *pals-25*. Here, we performed *skn-1* RNAi on animals carrying a deletion in *old-1* or *pals-25*, along with wild-type animals as control, and found no difference in *chil-27p*::*GFP* induction (S4 Fig). These results suggest that epidermal proteasome dysfunction acts either downstream of OLD-1 and PALS-25-mediated signaling, or as a parallel trigger leading to the activation of ORR.

### Oomycete extract exposure does not cause broad proteasome dysfunction

Since epidermal proteasome dysfunction triggers the ORR, we tested whether impairment of proteasome function occurs upon exposure to oomycete extract. Proteasomal subunit expression is observed as a bounce-back response upon proteasome dysfunction [20]. Even though significant overlap was obtained between ORR, and genes up-regulated upon proteasome dysfunction (Fig 1D), none of the proteasomal components were found to be induced as a part of the ORR (Fig 3A). For example, the induction of the *rpt-3p*::*GFP* reporter [18] was only observed upon BTZ treatment, but not upon treatment with oomycete extract (Fig 3B). Similarly, we did not see accumulation of ubiquitylated substrates reported by a *sur-5p*::*UbV-GFP* marker [40] upon extract exposure, while we did observe induction of the marker upon inhibition of proteasome activity by BTZ treatment (Fig 3C). These results suggest that oomycete extract exposure is unlikely to cause broad proteasome dysfunction in *C*. *elegans*.

**Fig 3:**
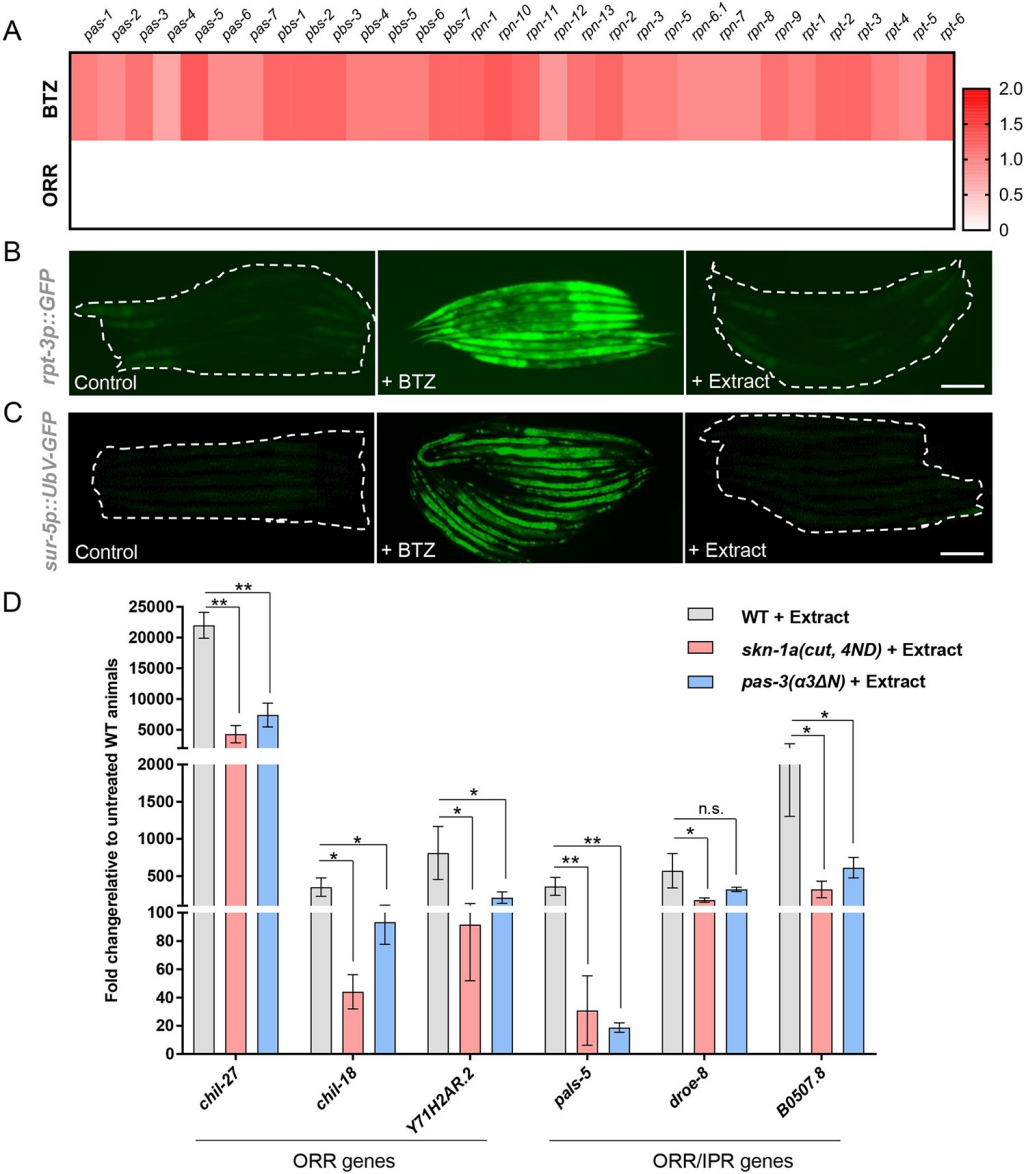
Oomycete extract exposure does not cause broad proteasome dysfunction, and activation of the proteasome partially inhibits induction of ORR genes by oomycete extract. **(A)** Heat map showing log2 fold change in the expression of proteasome components upon treatment with oomycete extract as opposed to BTZ treatment. None of these genes are induced as part of the ORR and are shown in white. The numerical data for the heat map is available in Supporting information S1 Data. **(B)** Induction of *rpt-3p*::*GFP* is observed upon BTZ treatment, but not upon extract treatment (*n* > 50, performed in triplicates, representative image shown). **(C)** Induction of *sur-5p*::*UbV-GFP* is observed upon BTZ treatment, but not upon extract treatment (*n* > 50, performed in triplicates, representative image shown). Scale bar in panels B and C is 100 μm. **(D)** RT-qPCR showing reduced induction of genes specific to ORR or genes in the overlap between ORR and IPR upon extract treatment in animals with constitutive expression of the activated form of SKN-1A [*skn-1a(cut*, *4ND)* in *skn-1a(mg570)*] or constitutive activation of the proteasome [*pas-3(α3ΔN)*] (**p < 0.01, ****p < 0.0001 based on unpaired *t* test in comparison to extract-treated wild type). The numerical data for all 3 replicates is available in Supporting information S1 Data. BTZ, bortezomib; IPR, intracellular pathogen response; ORR, oomycete recognition response.

To test the potential direct involvement of proteasomal regulation for activation of the ORR upon oomycete exposure, animals constitutively expressing proteasomal subunits through a constitutively activated SKN-1A *[skn-1a(cut*, *4ND)]* [19] or animals having a hyperactive proteasome (*pas-3(α3ΔN)* [41] were treated with extract and expression of multiple ORR genes was analyzed by RT-qPCR. We found partial but significant reduction in the expression of analyzed ORR genes upon extract treatment in both cases (Fig 3D). It must be noted that none of these genes have detectable expression in the absence of extract, and their levels of expression in *skn-1a(mg570)* mutants are significantly lower compared to extract-exposed wild-type animals (S5 Fig). These results suggest that pathogen-mediated induction of the ORR epidermal signaling pathway may partly require stabilization of a factor constitutively degraded by the proteasome under uninfected conditions.

### Impairment of the SKN-1A bounce-back response also leads to activation of resistance against intracellular intestinal pathogens

It is known that proteasome blockade by BTZ treatment can activate the IPR in *C*. *elegans* [16], which is the protective transcriptional program against intracellular intestinal pathogens like *Nematocida parisii* and the Orsay virus [4,5]. To determine if mutants in the proteasome surveillance pathway also show constitutive activation of the IPR, we compared RNAseq datasets generated for *skn-1a* mutants and BTZ-treated animals with the IPR gene list. We found significant overlap between IPR and up-regulated genes in *skn-1a* mutants (Fig 4A and 4B and S1 Table). To investigate whether loss of *skn-1a* also leads to increased resistance against intestinal pathogens, we assayed the *skn-1a(mg570)* mutant for resistance against the intestinal pathogen *N*. *parisii*. Here, we found that *skn-1a(mg570)* mutants had increased resistance to *N*. *parisii* (Fig 4C), which was rescued in this case specifically by intestinal (*vha-6p*) expression of *skn-1a* (Fig 4D). These results demonstrate that impairment of the SKN-1A proteasome surveillance pathway also induces resistance to intracellular pathogens of the intestine, and this impairment can be rescued specifically by SKN-1A function in the intestine.

**Fig 4:**
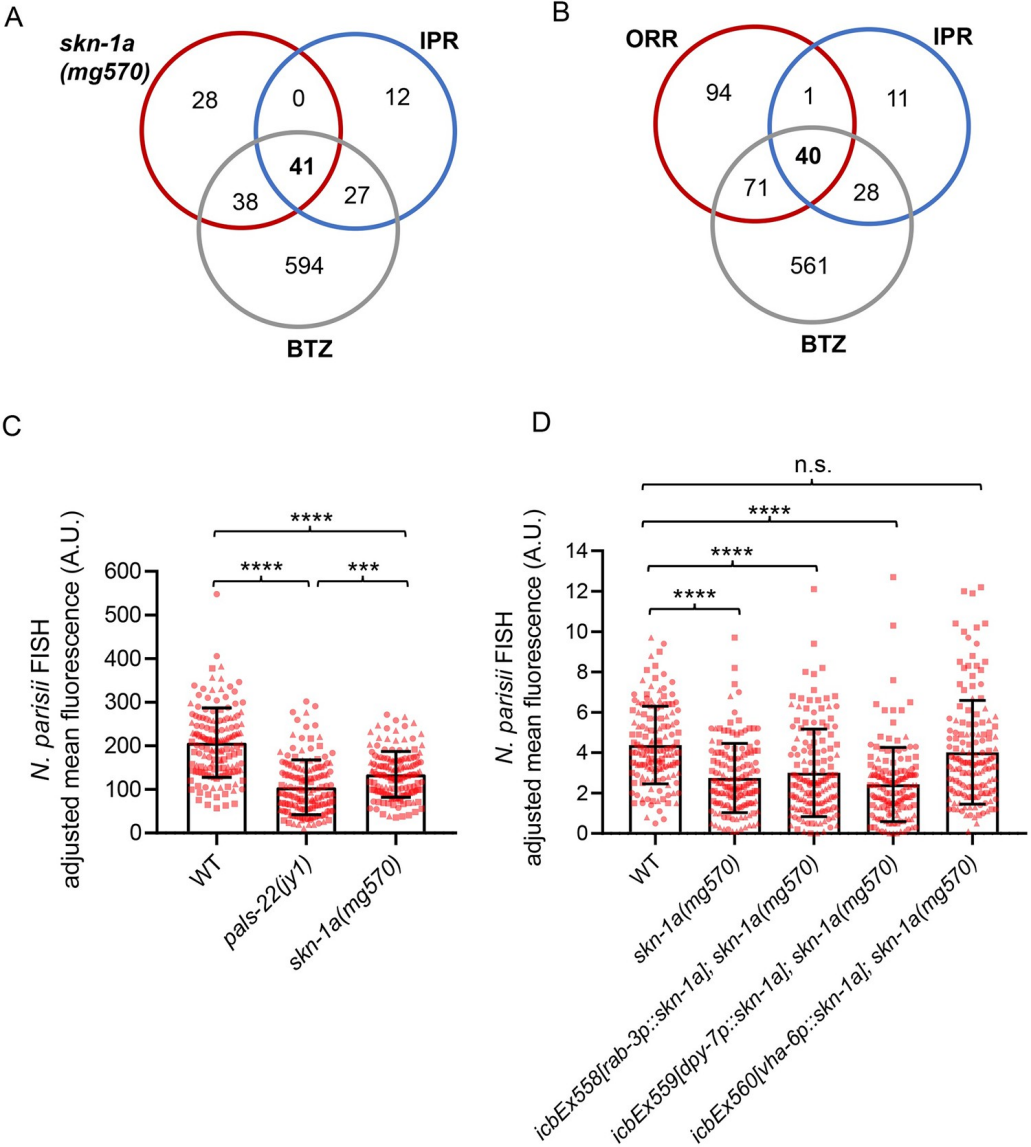
Proteasome impairment in the intestine leads to activation of the IPR. **(A)** Venn diagram showing significant overlap of IPR with up-regulated genes in *skn-1a* mutants (RF 84.4, *p* < 1.790e-72) and IPR with BTZ-treated animals (RF 21.4, *p* < 8.653e-84). **(B)** Venn diagram showing that overlap between ORR and IPR involves genes induced upon BTZ treatment. **(C)** *skn-1a(mg570)* mutants display increased resistance to *N*. *parisii* at 30 hpi relative to WT animals when infected at young adult. The *pals-22(jy1)* mutant was used as a positive control for its known increased resistance to *N*. *parisii*. **(D)** Intestinal rescue of *skn-1a*, but not epidermal or neuronal rescue, restores the resistance of *skn-1a(mg570)* mutants to *N*. *parisii* infection to WT levels. Kruskal–Wallis test with Dunn’s multiple comparisons test was used for statistical analysis (**** *p* < 0.0001, *** *p* < 0.001. *n* = 150 animals per genotype). The numerical data for all 3 replicates of panels C and D is available in Supporting information S1 Data. BTZ, bortezomib; IPR, intracellular pathogen response; ORR, oomycete recognition response.

We have previously reported that approximately half of the IPR genes are also present in the ORR list [3], which was rather surprising given the distinct infection strategies and tissue tropism between oomycetes and intestinal-infecting microsporidia [42]. We hypothesized that the IPR and ORR programs might share significant overlap because they both involve regulation by the proteasome. Remarkably, we observed that almost all common ORR and IPR genes (40 out of 41 genes) were also regulated by BTZ treatment (Fig 4B and S1 Table). We reasoned that these shared immune response genes may be induced in different tissues following an ORR or IPR trigger. To test this possibility, we made use of single molecule fluorescence in situ hybridization (smFISH) to determine in which tissue selected genes present in the overlap between ORR and IPR are induced, namely, *pals-5*, *B0507*.*8*, *skr-3*, and *cul-6*. Animals carrying GFP-labeled epidermal nuclei (*dpy-7p*::*GFP-H2B*) were treated with oomycete extract to activate the ORR and with prolonged heat stress (24 h at 30°C) [5] to induce the IPR. These 2 triggers were chosen in lieu of active infections because they induce responses in a more consistent manner across a population. Treatment with BTZ was performed to simultaneously activate both ORR and IPR. Consistent with our initial hypothesis, we found that all genes were induced specifically in the epidermis upon activation of ORR and in the intestine upon activation of IPR, while BTZ treatment led to induction in both tissues (Figs 5 and S6).

**Fig 5:**
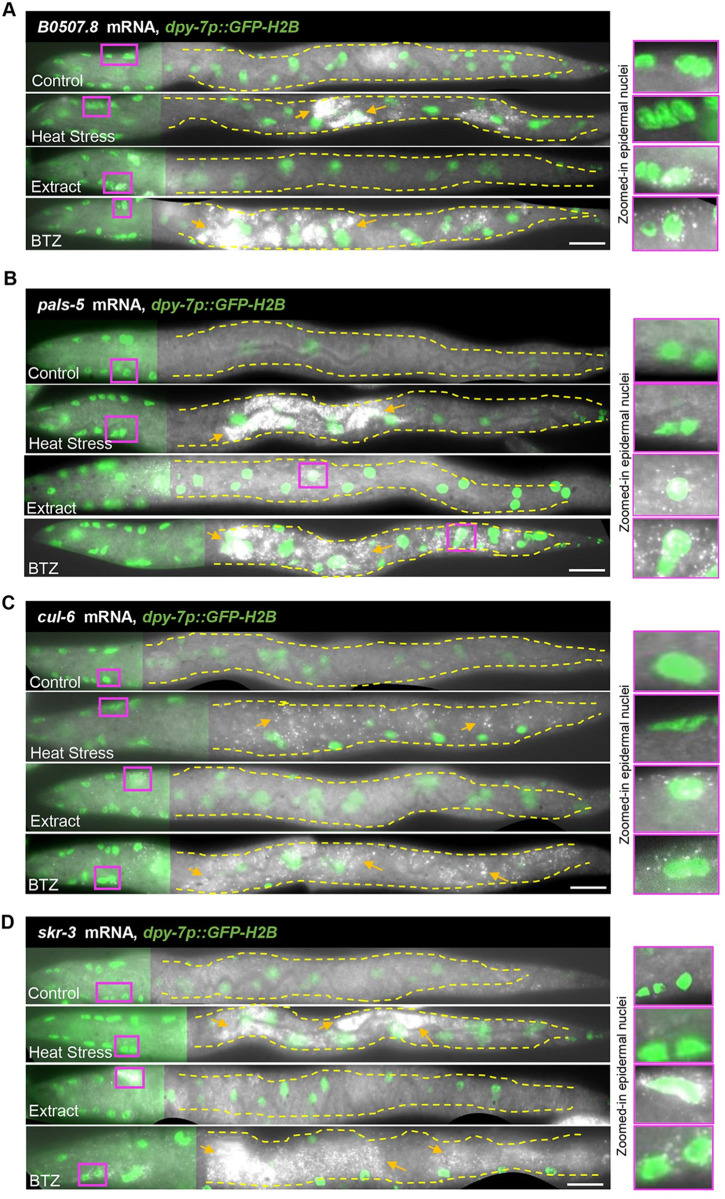
Common ORR and IPR genes can be induced in a tissue-specific manner. Sections of straightened L2 stage animals showing mRNA distribution of some common ORR and IPR genes, namely, *B0507*.*8* **(A)**, *pals-5* **(B)**, *cul-6* **(C)**, and *skr-3* **(D)** by smFISH upon 4 h extract treatment (ORR), prolonged heat stress at 30°C for 24 h (IPR) and 2 h of BTZ treatment (proteasome dysfunction). Epidermal nuclei are labeled in green with the *dpy-7p*::*GFP-H2B* marker. Co-localization of mRNA with green nuclei indicates epidermal expression as shown in zoomed-in panels (shown in magenta). Dashed yellow lines outline the intestine and orange arrows point to smFISH signal. Images are presented so that epidermal nuclei in the head region are in focus. The intensity of the GFP signal from out of focus epidermal nuclei in the posterior part of the body is reduced to highlight the signal in the intestine. Scale bar is 10 μm. See S6 Fig for quantification. BTZ, bortezomib; IPR, intracellular pathogen response; ORR, oomycete recognition response; smFISH, single molecule fluorescence in situ hybridization.

Previous studies have linked *skn-1* to immunity against bacterial infection with *skn-1* loss-of-function mutants reported as being hypersusceptible to bacterial infection [23–25]. However, previous studies were performed with RNAi or mutants that affect multiple isoforms of *skn-1*, and so it has not been clear whether *skn-1a* specifically is involved in bacterial immunity. We investigated this question by examining *skn-1a(mg570)* animals for increased susceptibility to *P*. *aeruginosa* (PA14) infection [43]. In this assay, *pals-22(icb89)* mutants and *skn-1* RNAi-treated animals were used as positive controls, as both have been shown to result in enhanced susceptibility towards PA14 infection [16,24]. The susceptibility of *skn-1a(mg570)* animals to PA14 was found to be comparable to wild-type animals, while both *skn-1* RNAi and *pals-22* mutants showed increased susceptibility as expected (S7 Fig). The fact that *skn-1* RNAi targets both *a* and *c* isoforms, but *skn-1a(mg570)* animals are not hypersusceptible to PA14 suggests that the requirement of SKN-1 to combat PA14 infection is either associated with the function of SKN-1C or both isoforms have redundant roles in this case. Taken together, these results suggest that different *skn-1* isoform perturbations could lead to different host immunity outcomes in a pathogen-specific way.

## Discussion

We demonstrate in this study that mutations in the SKN-1A proteasome surveillance pathway in *C*. *elegans* activate the ORR and IPR immune responses employed against distinct natural pathogens that infect through the epidermis or colonize the intestine. Our previous work indicated that blockade of the proteasome leads to induction of IPR genes, which are distinct from SKN-1-regulated genes [4,16], but the connection between the SKN-1-regulated pathway and the ORR/IPR was not clear. Here, we show that both loss of SKN-1A, an ER-localized transcription factor, and impairment of proteasome function induce the genes in common to both ORR and IPR. Furthermore, increasing proteasome function through constitutive proteasomal subunit gene expression or hyperactivity of the proteasome partially inhibits oomycete extract-mediated induction of ORR signature genes. Taken together, we hypothesize that some proteasomally regulated factor(s) normally keep the ORR and IPR immune responses in check in the absence of infection, and upon exposure to specific pathogens such factors can be stabilized in the associated tissue triggering the rapid induction of the respective immune programs (Fig 6). A similar phenomenon has been shown to regulate activation of NF-κB in *Drosophila*, where IMD is proteasomally degraded owing to permanent presence of Ub^K48^ linkages, which are lost upon bacterial infection thereby stabilizing the protein and activating the pathway [26,27]. Likewise, Uba1-mediated proteasomal degradation of IRF3 in Zebrafish keeps activation of IFN signaling and activation of anti-viral immune response in check [44]. While our findings are consistent with a potential direct role for the proteasome in stabilizing factors that may be necessary for ORR/IPR induction, we cannot rule out that the bounce-back response pathway may also act in parallel. Given that the activation of the *chil-27p*::*GFP* marker is observed only in late larval stages in *skn-1a* mutants or with high doses of BTZ in wild-type animals, we speculate that the extent of proteasome dysfunction may determine the level of activation of the immune response programs. Furthermore, SKN-1A has been recently shown to be involved in lipid homeostasis so it is likely to also influence host immunity in more complex ways and beyond its role in the regulation of proteasome function [45].

**Fig 6:**
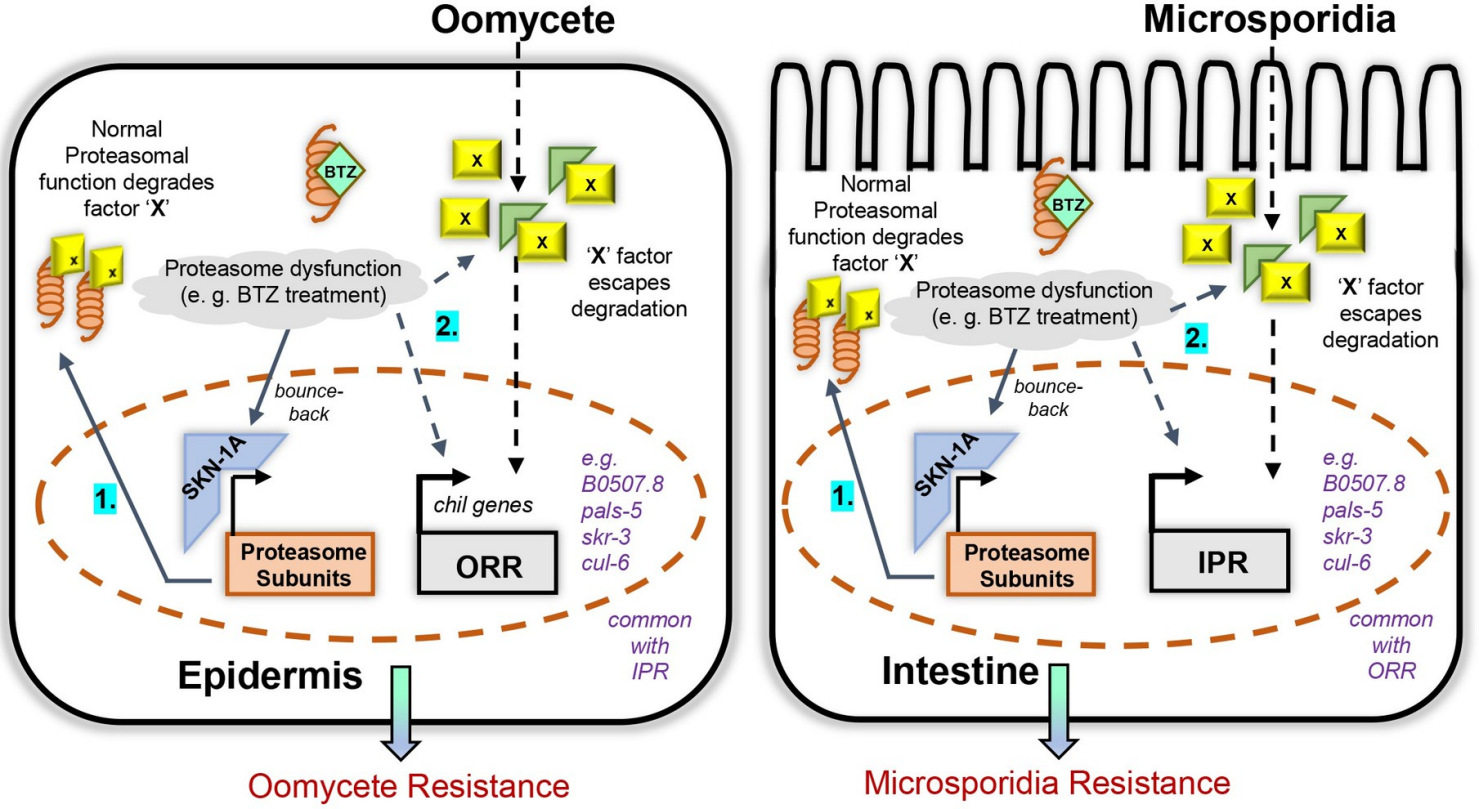
Model based on the findings of this study. The model highlights the interplay of SKN-1A-mediated proteasomal gene expression and activation of ORR and IPR in the epidermis and the intestine, respectively. **1.** Under normal conditions, proteasomal degradation of unknown positive regulators (denoted as X factor) keeps activation of immune responses in check. **2.** When proteasome dysfunction happens either by BTZ treatment or loss-of-function of *skn-1a*, X-factor escapes degradation and activates ORR and IPR in the epidermis and the intestine. Simultaneously, BTZ-mediated inhibition increases proteasomal gene expression as a bounce-back response. Such X factors could be directly involved in the tissue-specific signaling pathway activated upon oomycete or microsporidia exposure, respectively, in the epidermis and the intestine. Alternatively, they could regulate ORR and IPR gene induction in parallel to the pathogen-induced signaling pathway. BTZ, bortezomib; IPR, intracellular pathogen response; ORR, oomycete recognition response.

Unwanted activation of immune responses is often accompanied by trade-offs emphasizing the importance of keeping them in check [46]. For example, in *pals-22* loss-of-function mutants, constitutive activation of ORR/IPR provides them protection from oomycetes and microsporidia [3]. However, *pals-22* mutants also exhibit slow development, reduced lifespan, and increased pathogen load upon exposure to *P*. *aeruginosa* [16]. Likewise, *pals-17* loss-of-function mutants exhibit constitutive activation of IPR and immunity to intracellular pathogens, but impaired development and reproduction [47]. While *skn-1a(mg570)* mutants develop normally like wild-type *C*. *elegans*, they too exhibit increased age-associated protein aggregation and consequently have a reduced lifespan [34], so similar trade-offs may also come into play in this case and involve proteotoxicity-driven defects that may exacerbate upon stressful conditions. Likewise, human patients with proteasome-associated autoinflammatory syndromes (PRAAS) show hyperactivation of IFN signaling, but often suffer with severe neurodevelopmental anomalies and skeletal defects [28,29,48].

Our study also highlights the importance of isoform-specific functions for *skn-1*. While *skn-1b* is neuronally expressed and regulates satiety and metabolic homeostasis [49], *skn-1a* and *skn-1c* are likely to have distinct immunomodulatory functions acting in a pathogen-specific way. Previous studies that reported a requirement of *skn-1* for bacterial resistance used either *skn-1* RNAi or *skn-1* mutant alleles that affected both *a* and *c* isoforms [24,25]. However, we now show that *skn-1a* mutants show enhanced resistance to infection by eukaryotic natural pathogens and do not show enhanced susceptibility to PA14, which suggests that bacterial immunity is likely to be driven by SKN-1C or that SKN-1A/C isoforms might have redundant roles in this case. This result also aligns with the fact that just like NRF2 in humans, SKN-1C regulates response to oxidative stress in *C*. *elegans* [22], and bacterial pathogens have been shown to trigger ROS production in the host [23].

While proteasome-mediated suppression of inflammatory/immune responses might be an evolutionarily conserved phenomenon, the exact mechanisms of how immune responses are kept in check are likely to differ. For example, activation of type-I interferon signaling in mammals as a consequence of proteasome dysfunction has been attributed to ER stress and activation of the unfolded protein response (UPR) [28,50,51]. This is unlikely to be the case in the context of oomycete recognition as we have previously shown that introducing ER stress does not induce *chil-27p*::*GFP* [2]. Similarly, markers of proteotoxic stress are not induced as a part of the ORR/IPR programs, which makes them distinct from other stress-induced responses. Whether proteasomal regulation of the same factors keeps immune responses in check in the *C*. *elegans* epidermis and intestine is currently unknown. In the epidermis, the receptor tyrosine kinase OLD-1 is fully required for mounting the ORR and is likely regulated by the proteasome [39]; however, *old-1* knockouts are still able to mount the ORR upon *skn-1a* perturbation ruling out OLD-1 as the main driving factor. In the intestine, ZIP-1 is a plausible candidate because it is degraded by the proteasome under basal conditions and has been shown to be required for induction of a subset of IPR genes [52]. Future work will elucidate the exact proteasomally regulated triggers of ORR/IPR and address whether these are shared or not between different tissues in *C*. *elegans*.

## Materials and methods

### *C*. *elegans* strains and pathogen maintenance

*C*. *elegans* strains were cultured on NGM plates seeded with *E*. *coli* OP50 at 20°C under standard conditions as previously described [53]. The list of all the strains used in this study is provided in S2 Table. We refer to *skn-1(mg570)* mutants throughout the manuscript as *skn-1a(mg570)* to stress that only isoform *a* is affected. Both *M*. *humicola* and *N*. *parisii* were maintained as described previously [2,42].

### EMS mutagenesis

L4 stage WT animals carrying the *chil-27p*::*GFP* reporter (*icbIs4*) were mutagenized with 24 mM ethyl methanesulfonate (EMS) (Sigma) in 4 ml M9, for 4 h with intermittent mixing by inversion. Worm pellets were then washed 10 times with 15 ml M9 to completely get rid of EMS from the suspension and worms were plated onto 90 mm NGM plate seeded with *E*. *coli* OP50. After 24 h, 300 adults were randomly picked and divided into thirty 90 mm plates carrying 10 animals in each. After 72 h at 20°C, all F1 gravid adults in each plate were individually bleached and respective pool of F2 embryos were collected onto new plates. Around 60,000 haploid genomes were screened to identify animals showing constitutive activation of *chil-27p*::*GFP*. The causative mutations were mapped to *ddi-1* and *png-1* by crossing to the highly polymorphic CB4856 strain, and 15–25 F2 recombinants were pooled in equal proportion to obtain genomic DNA for whole-genome sequencing of each independent mutant, performed by BGI (Hong Kong). WGS data was analyzed using the CloudMap Hawaiian variant mapping pipeline to identify causative mutations [54].

### Oomycete *M*. *humicola* infection assays

Five *M*. *humicola* infected (dead) animals were added to the lawn of *E*. *coli* OP50 on 3 NGM plates and 20 live L4 animals for each genotype were transferred individually to each plate (*n* = 60 per condition per repeat). Dead animals with visible sporangia were scored every 48 h and live animals were transferred to a new NGM plate with 6 *M*. *humicola* infected (dead) animals. Dead animals without evidence of infection or animals missing from the plate were censored. Infection assays were performed in triplicates at 20°C on 30 mm NGM plates seeded with 100 μl *E*. *coli* OP50. For infection assays upon *skn-1* RNAi, embryos were collected by bleaching gravid adults and were grown on *E*. *coli* HT115 (control RNAi) or *skn-1* RNAi bacteria until the adult stage, which were then used to perform infection assay as described above. Similarly, embryos from WT animals were grown on *E*. *coli* OP50 until early L4 stage and then were transferred to OP50 plates with 20 μm of BTZ (Sigma) or DMSO (Thermo Scientific) (control, <0.1%) for 24 h before using them for infection assay.

### *P*. *aeruginosa* PA14 infection assays

A total of 100 μl of overnight grown PA14 culture in LB was spread on a 55 mm NGM plate containing 10 μg/ml FuDR. The plates were incubated at 37°C for 24 h, and 90 Day 1 adults grown on NGM-OP50 or NGM-HT115/*skn-1* RNAi in the presence of FuDR were transferred to 3 plates each containing 30 animals (in triplicates) and incubated at 25°C. The number of animals alive was counted every 24 h and dead animals defined as unresponsive to touch were removed from the plate. The experiment was continued until all animals on the plate were dead.

### Microsporidia *N*. *parisii* infection assays

The 600 synchronized L1 stage worms for each genotype were plated to NGM + *E*. *coli* OP50-1 and grown to the young adult life stage at 23°C (48 h for all stains except for *pals-22(jy1)* mutants, which are developmentally delayed [5] and therefore were grown for 52 h). The 600 young adults were washed off the plate with M9 + 0.1% Tween-20 (M9-T), pelleted, and the supernatant was removed. The worms were then mixed with 2 million *N*. *parisii* spores (strain ERTm1), 50 μl of 10× concentrated *E*. *coli* OP50-1, and M9 to a final volume of 300 μl. The infection mix was top-plated over the entire surface of a 6-cm NGM plate, dried at room temperature, and transferred to 25°C for 3 h. Following the 3 h pulse infection, the worms were collected from the infection plate with M9-T into a 1.5 ml microcentrifuge tube, pelleted, and then washed 3 additional times with 1 ml of M9-T. The infected worms were then transferred to an NGM + *E*. *coli* OP50-1 plate without *N*. *parisii* spores and returned to 25°C for an additional 27 h. Infected animals were then fixed in 100% acetone and incubated at 46°C overnight with FISH probes conjugated to the red Cal Fluor 610 fluorophore that hybridize to *N*. *parisii* ribosomal RNA (Biosearch Technologies). Samples were analyzed for *N*. *parisii* meronts [55] using an ImageXpress Nano plate reader using the 4× objective (Molecular Devices, LLC). The worm area was traced using FIJI software and the average red fluorescence intensity of each worm was quantified with the background fluorescence of the well subtracted, and 50 animals per genotype were quantified for each experimental replicate, and 3 independent infection experiments were performed.

For the tissue-specific *skn-1a* rescue strains MBA1660, MBA1661, and MBA1662, approximately 100 *bus-1p*::*GFP*-expressing worms were manually picked onto *N*. *parisii* infection assay plates. For consistency, approximately 100 adults for WT and *skn-1a(mg570)* controls were also picked in the same manner and pulse infection was performed as described above. To remove any potential bias, the order in which strains were picked was randomized from assay to assay, and the 30 hpi endpoints were staggered to account for picking time. Fixation and FISH hybridization were performed as described above. For quantification, fixed animals for each strain were mounted to a 5% agarose pad on a microscope slide and imaged on a Zeiss AxioImager M1 compound microscope using a 2.5× objective. The worm area was traced using FIJI software and the average red fluorescence intensity of each worm was quantified with the background fluorescence of the slide subtracted. In some samples, we observed dim red autofluorescence from embryos inside the adult gonad. Thus, this region of the worm was omitted in all samples when tracing the worm area. Analysis with the ImageXpress plate reader and Zeiss AxioImager produced different arbitrary values for *N*. *parisii* FISH pixel intensity. However, the fold difference in infection between WT animals and *skn-1a(mg570)* mutants was similar (WT animals are approximately 1.5-fold more infected than *skn-1a(mg570)*) by both imaging and quantification methods, and 50 animals per genotype were quantified for each experimental replicate, and 3 independent infection experiments were performed.

### RNAseq

For transcriptome analysis, synchronized L4 stage animals were collected in triplicates for RNA extraction using TRIzol (Invitrogen) and isopropanol/ethanol precipitation. RNA sequencing was completed by BGI (Hong Kong). Kallisto [56] was used for alignments with the WS283 transcriptome from Wormbase. Count analysis was performed using Sleuth [57] along with a Wald test to calculate log_2_fold changes. All RNAseq data files are publicly available from the NCBI GEO database under the accession number GSE241087.

### RT-qPCR

Synchronized L4 stage animals with 4-h extract treatment or without were collected in TRIzol (Invitrogen) followed by RNA extraction using isopropanol/ethanol precipitation. RNA was quantified using NanoDrop (Thermo Scientific) and its quality was analyzed by gel electrophoresis. cDNA was synthesized using 2 μg RNA with Superscript IV (Invitrogen) and Oligo(dT) primers as per manufacturer’s instructions. Real-time PCR was performed using qPCR primer pairs listed in S2 Table and LightCycler480 SYBR Green I Master Mix (Roche) in a LightCycler480 instrument, and Ct values were derived using the LightCycler480 software and second derivative maximum method. All experiments were performed in biological triplicates and changes in expression were calculated via the 2-ΔΔCt method.

### Microscopy

Animals to be imaged were picked into a drop (5 to 7 μl) of M9 containing sodium azide (50 μm) on an agarose (1%) pad made on a glass slide. Coverslip was added once the animals were paralyzed, and the pad was almost dry. *chil-27p*::*GFP/col-12p*::*mCherry* expression was observed on Zeiss Axio Zoom V16 microscope and images were taken using the associated ZEN Microscopy software. For *rpt-3p*::*GFP* and *sur-5*::*UbV-GFP*, animals were treated with oomycete extract or 20 μm BTZ with DMSO control for 24 h at early L2 stage and expression was observed on Zeiss Compound microscope (AxioScope A1) at 40× magnification and images were taken using OCULAR. For *chil-27p*::*GFP* expression upon BTZ treatment, early L4 stage animals were treated with different doses of BTZ for 24 h and adults were imaged as described above.

### Molecular cloning and transgenesis

To generate constructs for tissue-specific rescue of *skn-1a(mg570)* mutant, *skn-1a* fragment was amplified from N2 cDNA using primers skn-1a_fullF and skn-1a_fullR. Promoter fragments, namely, *rab-3p* and *vha-6p* were amplified from N2 genomic DNA using primer pairs BJ97-pRab-3Fwd, rab-3rev-skn1, bj97 vha-6 Fwd, and vha-6 Rev skn-1a, respectively. The terminator sequence from 3′UTR of *unc-54* was PCR amplified from N2 genomic DNA using primers unc-54-F-skn1a and BJ36_unc-54terR. Plasmids for neuronal and intestinal rescue were assembled with specific promoter, *skn-1a* and *unc-54* 3′UTR fragments ligated into SpeI (FastDigest)-digested pBJ97 by Gibson cloning. To make the epidermal rescue plasmid, *skn-1a* was PCR amplified from N2 cDNA using primers dpy-7_skn-1F and dpy-7_skn-1R and was assembled into PmeI(FastDigest)-digested pIR6 by Gibson cloning. All constructs were individually injected into *skn-1a(mg570)* at 5 ng/μl with 25 ng/μl of pRJM163 (*bus-1p*::*GFP*) as the co-injection marker and 80 ng/μl of pBJ36 as carrier DNA. The transgenic strains thus created were used for microsporidia pathogen load assays. Similarly, all constructs were individually also injected in the strain MBA1055, which is *skn-1a(mg570)* mutant with *chil-27p*::*GFP* reporter in the background. For these injections, 5 ng/μl of rescue plasmid with 5 ng/μl of *myo-2p*::*GFP* as co-injection marker and 100 ng/μl of pBJ36 as carrier DNA was used. The transgenic strains thus created were analyzed for expression of *chil-27p*::*GFP* in *skn-1a(mg570)* mutants.

### RNAi

RNAi by feeding was used as the means to induce gene knockdown in *C*. *elegans* as previously described [58]. The RNAi clone for *skn-1* was obtained from the ORFeome Library (Horizon Discovery) [59] and for *wdr-23* and *rpt-5* were obtained from the Ahringer Library (Source BioScience) [60]. Both the clones were confirmed by sequencing prior to use. Embryos collected by bleaching gravid adults were added onto NGM plates seeded with *E*. *coli* HT115 and contained 1 mM IPTG (Sigma) to induce expression of dsRNA. After 72 h of incubation at 20°C, animals at L4/adult stage were scored for *chil-27p*::*GFP* expression (*n* > 50). The strains used for tissue-specific RNAi were generated by introducing the *chil-27p*::*GFP* reporter in previously described strains listed in S2 Table with their associated references.

### smFISH

For inducing the ORR, synchronized L2 stage animals were treated with oomycete extract for 4 h. For inducing IPR, animals were subjected to prolonged heat stress by incubating synchronized L1s at 30°C for 24 h. For causing proteasome dysfunction, synchronized L2 stage animals were treated with 20 μm BTZ treatment for 15 min or 2 h. Following requisite treatment along with relevant controls, animals were fixed with 4% formaldehyde (Sigma-Aldrich) in 1× PBS (Ambion) for 45 min and were permeabilised with 70% ethanol for 24 h. Hybridization was performed at 30°C for 16 h. List of oligos included in all the probes can be found in S2 Table. Imaging was performed in an inverted and fully motorized epifluorescence microscope (Nikon Ti-eclipse) with an iKon M DU-934 CCD camera (Andor) controlled via the NIS-Elements software (Nikon) using the 100× objective. Detailed protocol can be found in [61].

## Supporting information

S1 Fig Proteasome surveillance mutants and *skn-1* RNAi show constitutive *chil-27p*::*GFP* expression. **(A)** Gene structure of *ddi-1* and *png-1* showing the positions of mutant alleles used in this study. **(B)** Quantification of induction of *chil-27p*::*GFP* in the mutants obtained from the EMS screen, *ddi-1(icb156)*, *png-1(icb112)*, *png-1(icb121)* along with active-site mutant of *ddi-1(mg572)*, in-frame gene deletion of *ddi-1(mg571)*, *png-1(ok1654)*, *skn-1a(mg570)* and upon *skn-1* RNAi (*n* > 50, ****p-value < 0.0001, *** *p*-value < 0.001 based on chi-square test). The numerical data for all 3 replicates is available in Supporting information S1 Data. **(C)** Venn comparisons showing significant overlap between up-regulated genes in the transcriptome of *ddi-1(icb156)* and *skn-1a(mg570)* mutant with bortezomib (BTZ)-treated animals (RF 6.0, *p* < 4.347e-43 and RF 18.6, *p* < 4.453e-88, respectively).

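Of 486 tested genes that BTZ, an inhibitor of the proteasome, induced in earlier work, 171 were higher in ddi-1(icb156) mutants than in wild type, 18 were lower and 297 did not pass (171 higher and 18 lower when adjusted over the list alone). The median log2 fold change was 0.51, with quartiles of 0.06 and 1.39. ddn-1, which lies beside B0507.8 on chromosome V from 8758820 to 8760516 of WBcel235, rose from 5.25 ± 0.490 to 136 ± 28.9 CPM (SD, n = 3 each). This is a log2 fold change of 4.70 (standard error 0.16, adjusted p = 1.42e-04 from edgeR's quasi-likelihood test). Against the direction of the list, Y46G5A.29, which overlaps exons of snf-5, had a log2 fold change of -1.42 (standard error 0.10, adjusted p = 9.42e-04). Of the genes over the fold minimum, 111 were on the BTZ list against 14.57 expected, an RF of 7.62 (one-sided Fisher's exact test, p = 1.25e-67). Of these 111 genes, 69 are ORR or IPR genes. Among the 389 tested BTZ genes that are in neither the ORR nor the IPR, 96 were higher, 17 were lower and 276 did not pass, with a median of 0.36 (camera adjusted p = 5.29e-07, or adjusted p = 0.146 with an estimated correlation) and with 96 higher and 17 lower when adjusted over the list alone. By DESeq2's Wald test 32 BTZ genes were lower, 31 of them outside the ORR and the IPR. Without wild-type replicate 2, 42 BTZ genes were lower, and of those outside the ORR and the IPR 155 were higher and 39 lower. The lower BTZ genes were 11 without wild-type replicate 3 or ddi-1(icb156) replicate 3 and 10 without ddi-1(icb156) replicate 2, and those outside the ORR and the IPR were 11 without wild-type replicate 1, 10 without wild-type replicate 3 or ddi-1(icb156) replicate 3 and 9 without ddi-1(icb156) replicate 2. For the whole BTZ list camera gave an adjusted p of 4.51e-13, or adjusted p = 0.0549 with an estimated correlation. Wild-type replicate 2 lay toward the mutants for this list, with a median of 0.12 against the wild-type mean on the log2 scale, beside -0.06 and -0.02 in wild-type replicates 1 and 3 and 0.50 to 0.57 in the mutants.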

(TIF)

S2 Fig Effect of loss or gain of SKN-1C function on *skn-1a(mg570)* mutants. **(A)** Gene structure of *skn-1a* and *skn-1c* isoforms with protein domain organization. **(B)** Both loss (*skn-1* RNAi) or gain (*wdr-23* RNAi) of SKN-1C function does not affect *chil-27p*::*GFP* expression in *skn-1a(mg570)* (control RNAi) animals. *skn-1a(mg570)* animals are sensitive to RNAi as shown by the *gfp* RNAi treatment leading to complete loss of *chil-27p*::*GFP* expression (left panel). *wdr-23* RNAi activates SKN-1C and leads to expression of *gst-4p*::*tdTomato* as shown in the right panel. (*n* > 50 per condition, performed in triplicates, representative image shown). Scale bar is 100 μm. **(C)** Survival curve of WT and *skn-1a(mg570)* animals treated and untreated with *skn-1* RNAi in the presence of the oomycete *M*. *humicola* (*n* = 60 per condition, performed in triplicates, *p* < 0.001 based on log-rank test, a representative graph for one of the 3 replicates is shown). The numerical data for all 3 replicates is available in Supporting information S1 Data.
(TIF)

S3 Fig Bortezomib (BTZ) treatment induces *chil-27* expression. **(A)** *chil-27p*::*GFP* expression in WT animals treated with different doses of BTZ at early L4 stage for 24 h (*n* > 50 for each condition, performed in triplicates, representative image shown). **(B)** Z-stack of L2 stage WT animals showing expression of *chil-27* mRNA upon 15 min and 1 h post extract and BTZ treatment. Scale bar is 100 μm in (A) and 10 μm in (B). **(C)** Survival curve of WT animals treated with DMSO or 20 μm BTZ in the presence of the oomycete *M*. *humicola* (*n* = 60 per condition, performed in triplicates, *p* < 0.001 based on log-rank test, a representative graph for one of the 3 replicates is shown). The numerical data for all 3 replicates of panels S3A and C is available in Supporting information S1 Data.
(TIF)

S4 Fig Epistasis analysis of *skn-1* and other regulators of the ORR. *skn-1* RNAi induces *chil-27p*::*GFP* expression in *pals-25(jy81)* and *old-1(ok1273)* mutant animals. Scale bar for all panels is 100 μm, and *n* > 50 per condition, performed in triplicates, representative image shown.
(TIF)

S5 Fig RT-qPCR for selected ORR genes in extract-treated, untreated, and *skn-1a(mg570)* mutants. In the absence of extract treatment in animals with constitutive expression of the activated form of SKN-1A[*skn-1a(cut*, *4ND)* in *skn-1a(mg570)*] or constitutive activation of the proteasome [*pas-3(α3ΔN)*] no expression of ORR genes was observed similar to wild-type animals. Note that ORR gene expression in *skn-1a(mg570)* mutants is lower compared to extract-treated wild-type animals (*p < 0.05, **p < 0.01, ****p < 0.0001 based on unpaired *t* test). The numerical data for all 3 replicates is available in Supporting information S1 Data.
(TIF)

S6 Fig Quantification of expression of common ORR and IPR genes shown in Fig 5. Whole animal mRNA quantification by smFISH for 4 genes, namely, *B0507*.*8* **(A)**, *pals-5* **(B)**, *cul-6* **(C)**, and *skr-3* **(D)** in L2-stage animals subjected to prolonged heat stress (30°C for 24 h), extract treatment (4 h), and 20 μm BTZ treatment (2 h) (*n* = 12 in each condition and one-way ANOVA and Tukey’s multiple comparison test was used to assess statistical significance, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). The numerical data for graphs A–D is available in Supporting information S1 Data.
(TIF)

S7 Fig *skn-1a(mg570)* mutants do not show hyper-susceptibility to *P*. *aeruginosa* PA14. Survival analysis of adult *C*. *elegans* on PA14 where bacteria was spread on the plate (*n* = 90 per condition, performed in triplicates, *p* < 0.001 based on log-rank test, a representative graph for one of the 3 replicates is shown). The numerical data for all 3 replicates is available in Supporting information S1 Data.
(TIF)

S1 Table Differentially expressed genes in *ddi-1(icb156)* mutants as compared to WT animals, along with datasets used to make Venn diagrams, and the list of overlapping genes in different conditions.

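The largest rises and falls were taken among passing genes whose groups did not overlap and whose mean was at least 50 counts in the higher group. The rises were led by C27B7.9 (log2 fold change 6.02, standard error 0.26, adjusted p = 1.09e-04 from edgeR's quasi-likelihood test) and nhx-6, which encodes a sodium/proton exchanger (5.93, standard error 0.63, adjusted p = 0.00181). pals-32, of the pals family, had a log2 fold change of 4.70 (standard error 0.19, adjusted p = 1.54e-04) and overlaps exons of str-46. W08E12.2 rose from 1.09 ± 0.423 to 42.9 ± 1.77 CPM (SD, n = 3 each), a log2 fold change of 5.29 (standard error 0.25, adjusted p = 4.03e-04). The falls were of yolk protein and collagen genes among others. The yolk protein gene vit-4 went from 471 ± 170 to 2.36 ± 0.192 CPM (SD, n = 3 each), a log2 fold change of -7.64 (standard error 0.31, adjusted p = 3.47e-04). The collagen genes col-181 and col-88 had log2 fold changes of -7.58 (standard error 0.51, adjusted p = 8.95e-04) and -7.50 (standard error 0.51, adjusted p = 0.00106). Both were lowest among the wild-type samples in replicate 2, with 9431, 3027 and 6889 counts for col-181 and 13103, 3720 and 11006 for col-88 in replicates 1 to 3. Y62H9A.4 had 277 counts over the wild-type samples and 0 over the mutants and was at least 75.1-fold lower, with 3 counts over the group as the floor.

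Collagen genes of the cuticle went both ways. Of 143 tested, 26 were higher, 40 were lower and 77 did not pass (26 and 40 when adjusted over the list alone), with a median log2 fold change of -0.09 and a mean of -0.87. bli-1 and bli-2, which encode collagens of the adult cuticle, fell by 3.82 and 3.55 on the log2 scale (standard errors 0.11 and 0.07, adjusted p = 7.64e-05 and 1.44e-05), and bli-1 overlaps exons of dph-2. col-90, which overlaps exons of let-754, rose from 127 ± 6.38 to 1058 ± 135 CPM (SD, n = 3 each). The list did not pass the set test (camera adjusted p = 0.106). It passed without wild-type replicate 2 (42 higher and 57 lower, median -0.20, adjusted p = 0.0297), with library sizes alone (median -0.00, adjusted p = 0.0121), and on log2(TPM + 0.5) and log2(TPM + 1) (medians 0.05 and 0.03, adjusted p = 0.0441 and 0.0450), always in the lower direction, and the adjusted p over all alternatives ran from 0.0121 to 0.680. In wild-type replicates 1 to 3 its median against the wild-type mean was 0.26, -0.40 and 0.14, and in the mutants 0.01, -0.05 and -0.07. The fold changes listed in S1 Table, in a column headed log2, are on the natural log scale. For the 1038 listed genes with a single transcript, all listed values were within 0.1 of the difference between the groups in the mean natural log of (estimated count / size factor + 0.5), and of the 961 of these genes tested by edgeR, 838 were within 0.1 of its fold change on the natural log scale. For 706 of these genes with a listed size above 0.5 the median ratio of the log2 fold change to the listed value was 1.42, where 1.44 is the ratio of a log2 to a natural log value. On the natural log scale a listed value of 1.5 is a log2 fold change of 2.16. Of the 960 listed genes with several transcripts, 774 listed values were within 0.1 of the gene's difference in mean natural log, and 67 were within 0.1 of neither that value nor that of a single transcript.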

S2 Table List of strains, oligos, and smFISH probes used in the study.

S1 Data Numerical data for all graphs presented in the study.

## Abbreviations

BTZ: bortezomib
EMS: ethyl methanesulfonate
IPR: intracellular pathogen response
ORR: oomycete recognition response
PRAAS: proteasome-associated autoinflammatory syndrome
smFISH: single molecule fluorescence in situ hybridization
UPR: unfolded protein response

How the deposited data were processed for this re-analysis (not part of the article)

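RNA from synchronized L4 larvae of wild type and of ddi-1(icb156) mutants was extracted with TRIzol and sequenced by BGI. The 6 libraries used here are 3 of each group, whose labels call them biological replicates and give a growth temperature of 20°C. S2 Table lists ddi-1(icb156) in a single strain, which carries the chil-27p::GFP and col-12p::mCherry transgene. Whether the wild-type samples carry it is not given in the sources used here, so the groups may differ in the transgene along with the mutation. The allele came from the paper's EMS screen, and other mutations that the screen may have left in the strain were not examined here. The authors quantified each library with kallisto against the WS283 transcriptome of WormBase and tested the libraries with Sleuth's Wald test, and the versions of both tools are not given in the sources used here. The deposited files hold the length, the effective length and the estimated count of each of 37058 transcripts in each library. An estimated count need not be whole, because kallisto divides reads that match several transcripts between them. The authors did not normalize these estimated counts and did not pool replicates. The design fixed for the tests had assumed that the files also give TPM, and since they do not, the TPM of some alternatives were computed here from the estimated counts and effective lengths. Whether the libraries keep the strand of the RNA is not given in the sources used here, so counts of genes with overlapping exons are uncertain on either strand. Counts of near-identical copies, such as the genes of major sperm proteins and hsp-16.1 and hsp-16.48, are uncertain as well.

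Transcripts were joined to genes with the annotation of WBcel235 in Ensembl release 115. Of the 37058 transcripts, 30413 were matched by transcript ID and 6631 by sequence name. The 14 others had no match in the annotation and were kept as genes under their own sequence names. This gave 20001 genes, of which 19980 are protein-coding and 19010 had a count in any library. Estimated counts were summed per gene and rounded to whole numbers. The filterByExpr function of edgeR 4.0.16, under R 4.3.3, kept 15410 genes at its default settings. Libraries were scaled by TMM, with factors from 0.9692 to 1.0716, and CPM use the scaled library sizes. The groups were compared by edgeR's robust quasi-likelihood test, two-sided and without covariates, with p-values adjusted by the Benjamini-Hochberg method over the genes tested. A gene passed at a p below 0.01 and an adjusted p below 0.1, the thresholds in the heading of S1 Table. Standard errors of the log2 fold changes come from the fitted model and its moderated dispersion. The biological coefficient of variation was 0.202, with 4 residual degrees of freedom. Totals of 28962104 to 47142002 counts per library leave genes of few counts imprecise. Where a group had no counts, a bound was taken against a floor of 3 counts over the group, which covers counting error only.

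Up-regulated genes over the fold minimum are passing genes with a log2 fold change above 1.5. Their overlap with each published list in S1 Table was tested by a one-sided Fisher's exact test (hypergeometric) against the genes kept by the filter, and the representation factor is the observed over the expected overlap. The files hold 193 of the 206 ORR genes, 624 of the 700 BTZ genes, 101 of the 107 skn-1a genes and 77 of the 80 IPR genes. Each of 34 lists was tested by camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, two-sided and adjusted over the lists, at an adjusted p below 0.05. The lists were the ORR, BTZ, skn-1a and IPR lists, the ORR and IPR genes in common, proteasome subunits, the SKN-1A surveillance pathway, ORR and IPR regulators, the chil family, the pals family, cullin-RING ligase genes of the IPR, the F-box A family, oxidative stress genes that are targets of SKN-1C, cytosolic heat shock, the ER unfolded protein response, the mitochondrial unfolded protein response, the PMK-1 bacterial response, epidermal antimicrobial peptides, fatty acid desaturation and elongation, cuticle collagens, the molting cycle, yolk proteins, major sperm proteins, spermatogenesis, oogenesis and eggshell, germline, intestine, epidermis, neurons, body wall muscle and pharynx. The other 3 lists, the ORR genes outside the IPR, the IPR genes outside the ORR and the BTZ genes outside both, were formed later from the published lists. The files hold 10 of the 13 heat shock genes and 11 of the 12 epidermis genes.

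The genes named in the text are the 25 genes that the paper names for RNA or reporter measurements or as regulators, the 10 largest rises and 10 largest falls among passing genes whose groups do not overlap and whose mean in the higher group is at least 50 counts, and up to 4 passing members of each list by p, with the passing member of smallest p that goes against the list. Values in S1 Table had been seen when this rule was written. The design, 31 of the 34 lists, the rule and the alternatives were fixed before the deposited counts were examined. S1 Table, which gives results from the same samples and from which the fold minimum was taken, had been seen by then. The 3 lists formed later and the thinning of every library to the smallest total were added after seeing the data. The alternatives were DESeq2's size factors and library sizes alone in edgeR, the Wald test of DESeq2 1.42.0, limma on log2(TPM + 0.5), log2(TPM + 1) and log2(estimated count / size factor + 0.5), no filter on low counts, a filter of at least 50 counts in 3 samples, an offset for effective length, the replicate number as a block, each library left out in turn, an adjusted p below 0.05, a natural log or log2 fold change above 1.5 or 1, a background of every gene in the files or of genes of low expression, and an estimated correlation in camera. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

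Libraries were checked before they were averaged. Across tested genes, log2 CPM of wild-type replicates 1 and 3 correlated at 0.994, of wild-type replicate 2 with them at 0.966 and 0.969, and of the mutants with each other at 0.989 to 0.991. Wild-type replicate 2 correlated with the mutants at 0.958 to 0.961. A chi-square test of the counts gave at least 7.84 per degree of freedom for every pair, so each library was counted as 1 replicate. The groups share replicate numbers. The correlation across genes of the deviations from the group means was 0.114, 0.309 and 0.185 for numbers 1 to 3, and the numbers were taken to pair the samples because each is above 0.1. This pairing comes from the values alone, and wild-type replicate 1 also correlated at 0.114 with ddi-1(icb156) replicate 3. What a replicate number stands for is not given in the sources used here. The main test leaves the pairing out, and only the alternative with the replicate number as a block uses it. The test was also run on simulated data, with counts drawn from the means and library sizes of these samples. Of 100 genes changed by 1 on the log2 scale, 63 were recovered, and of 99 changed by 2, 92 were recovered, with 11 false calls among 15299 genes. The changed genes were drawn only from those above a minimum mean count. They were far fewer than the 3606 genes that passed in the data, so the limit on the adjusted p weighs more in the simulation. Neither the recovered share nor the number of false calls therefore carries over to the data. Counts were drawn independently for each gene, so a shift shared by the genes of a library was not simulated. Sleuth's bootstraps and the reads were not used here.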

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

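The comparison of wild-type libraries with the mutants over all genes and that of germline with proteasome genes were tests chosen only after the result was seen, as were the thinning of the libraries and the list of IPR genes outside the ORR. The paper reports induction of the chil-27 reporter in ddi-1(icb156) and compares the genes up-regulated in these mutants with the ORR, BTZ and skn-1a lists. Each group below drew attention because it is a list other than those and differed between mutants and wild type by the set test camera. Some groups share genes with those lists, so their results are not separate from the overlaps with them. The 38 tested genes of both the ORR and the IPR are all ORR genes, and among them is pals-32 of the pals family. The paper counts pals-5, skr-3 and cul-6 among the genes common to the ORR and the IPR. The values are median log2 fold changes. In each list the counts adjusted over the list alone were the same as those over all genes, as the limit on p decided both.

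Genes of reproduction and yolk were lower in the mutants, with medians of -4.60 for yolk proteins, -2.32 for major sperm proteins, -1.40 for oogenesis and the eggshell and -1.41 for 12 spermatogenesis genes, of which 10 fell and 2 did not pass (camera adjusted p = 4.86e-05, or adjusted p = 0.381 with an estimated correlation). Without wild-type replicate 1, wild-type replicate 3 and ddi-1(icb156) replicates 1 to 3, the genes that passed edgeR's test as lower were 14, 10, 1, 1 and 6 for major sperm proteins, 3, 3, 3, 2 and 5 for oogenesis and the eggshell and 0, 0, 0, 0 and 5 for spermatogenesis, while with each library left out in turn the medians were -2.73 to -2.07, -1.70 to -1.21 and -1.73 to -1.23, and at least 28, 12 and 11 of these genes were lower at an unadjusted p below 0.05. With every library thinned to the smallest total, the median over these genes was -2.24. Thinning at random keeps each gene's expected share of its library, so this outcome cannot argue for or against lower depth as a cause. Across tested genes, wild-type replicate 2 minus replicate 1 correlated at 0.65 with the mutant mean minus wild-type replicate 3, and at 0.67 with replicates 1 and 3 exchanged, whereas wild-type replicate 1 minus replicate 3 correlated at 0.01 with the mutant mean minus wild-type replicate 2 (genes are not independent replicates). The values of 0.65 and 0.67, like the shift of wild-type replicate 2 from the other wild-type libraries, which was 0.57 of the mutant shift for these genes, restate its place on the first principal component, so a difference in developmental stage at collection cannot be told apart from an effect of the mutation, and neither the time of collection nor slower development of the mutants was tested.

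Of 67 tested IPR genes, a list that the paper compares with skn-1a loss and BTZ treatment, 50 were higher in ddi-1(icb156) mutants and 17 did not pass, with a median of 2.43 (camera adjusted p = 5.10e-27, or adjusted p = 0.0451 with an estimated correlation), and 45 were over the fold minimum against 2.01 expected, an RF of 22.4 (one-sided Fisher's exact test, p = 5.01e-53), or 46 and an RF of 14.3 without wild-type replicate 2, with an RF of 36.6 (38 genes) for a minimum on the natural log scale, 35.9 with the stricter filter, 14.8 for a log2 minimum of 1 and 14.0 against genes of low expression. The 38 tested genes of both the ORR and the IPR had a median of 3.32, with 32 higher and 6 not passing (camera adjusted p = 1.08e-23, or adjusted p = 0.0494 with an estimated correlation), and the 29 IPR genes outside the ORR had one of 1.72, with 18 higher and 11 not passing (camera adjusted p = 2.18e-11, or adjusted p = 0.0451 with an estimated correlation), and on log2(TPM + 1), which understates the change of low genes, the medians of the IPR, of both lists and of the IPR outside the ORR were 1.37, 1.50 and 1.02. With every library thinned, the median of the genes of both lists was 3.21, which for the same reason cannot decide on depth. A difference in stage cannot be told apart from the mutation for these genes, because such a difference would go with the genotype and a single library carries the test, wild-type replicate 2, whose shift was -0.10 of the mutant shift and thus away from the mutants. An effect of ddi-1(icb156) itself, which may underlie the rise, stays open, as does one of the reporter transgene if the wild-type samples lack it, and neither was tested. Other mutations that the EMS screen may have left in the strain were not examined either.

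Each of the 32 proteasome subunit genes fell, with a median of -0.62 (camera adjusted p = 9.34e-20, or adjusted p = 0.105 with an estimated correlation). rpt-1, which encodes an ATPase of the regulatory particle, went from 317 ± 8.58 to 187 ± 5.47 CPM (SD, n = 3 each), a log2 fold change of -0.76 (standard error 0.06, adjusted p = 9.57e-04 from edgeR's quasi-likelihood test), and rpt-3, rpt-5 and pas-3 had log2 fold changes of -0.73, -0.70 and -0.56 (standard error 0.06 each, adjusted p = 0.00132, 0.00154 and 0.00250). Scaling was argued against as the whole cause, because a factor per library shifts all genes alike, whereas the median subunit lay at -0.63 from the median of all tested genes and the 32 subunits at -0.84 to -0.52 from it. Less germline tissue in the mutants cannot be told apart from other causes, since the median of the germline list lay 0.25 above that of the subunits (95% bootstrap interval over genes 0.14 to 0.37) while that of oogenesis and the eggshell lay at -0.78 from it, with an interval up to -0.29. A loss of SKN-1A activity, through which the paper describes subunit genes as being expressed, may lower them in ddi-1(icb156), and this was not tested.

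Of 7 tested regulators of the ORR and the IPR, 3 were higher and 4 did not pass, with a median of 0.78 (camera adjusted p = 0.00403, or adjusted p = 0.381 with an estimated correlation), and wild-type replicate 2 lay at 0.29 from the wild-type mean. In the chil family 9 of 21 genes were higher and 12 did not pass, with a median of 1.04 (camera adjusted p = 2.54e-05, or adjusted p = 0.0810 with an estimated correlation). The pals family had 21 of 32 genes higher and 11 not passing, among them pals-30 at 4.06 and pals-6 at 4.05 (standard errors 0.25 and 0.24, adjusted p = 5.93e-04 each), with a median of 1.41 (camera adjusted p = 7.88e-13, or adjusted p = 0.0451 with an estimated correlation). All 5 cullin-RING ligase genes of the IPR were higher, with a median of 1.05 (camera adjusted p = 1.99e-05, or adjusted p = 0.0560 with an estimated correlation). Among 128 genes of the F-box A family 38 were higher, 6 were lower and 84 did not pass, with a median of 0.56 (camera adjusted p = 1.30e-07, or adjusted p = 0.0451 with an estimated correlation). For the PMK-1 bacterial response 5 of 12 genes were higher and 7 did not pass, with irg-5 at 1.96 (standard error 0.19, adjusted p = 0.00214) and a median of 0.69 (camera adjusted p = 7.93e-04, or adjusted p = 0.105 with an estimated correlation). Epidermal antimicrobial peptides had 5 of 12 genes higher and 7 not passing, with nlp-29 at 1.53 (standard error 0.13, adjusted p = 0.00143) and a median of 0.80 (camera adjusted p = 0.00529, or adjusted p = 0.105 with an estimated correlation). In the germline list 3 of 12 genes were lower and 9 did not pass, with a median of -0.38 (camera adjusted p = 8.86e-04, or adjusted p = 0.436 with an estimated correlation), and wild-type replicate 2 lay at -0.27 from the wild-type mean. Markers of neurons had 7 of 12 genes higher and 5 not passing, with a median of 0.46 (camera adjusted p = 2.47e-04, or adjusted p = 0.381 with an estimated correlation) and wild-type replicate 2 at 0.16. For the pharynx pha-4 was higher (0.99, standard error 0.09, adjusted p = 0.00167) and 7 genes did not pass, with a median of 0.56 (camera adjusted p = 0.00669, or adjusted p = 0.436 with an estimated correlation) and wild-type replicate 2 at 0.35. Without wild-type replicate 2, 6 regulators, 14 chil genes, 8 genes of the PMK-1 bacterial response, 8 antimicrobial peptide genes and 6 pharynx genes were higher, and 16 F-box A genes and 11 germline genes were lower. Without wild-type replicate 1, wild-type replicate 3, ddi-1(icb156) replicate 1 or ddi-1(icb156) replicate 2, 0 germline genes passed edgeR's test, with 5 to 6 lower at an unadjusted p below 0.05, and gld-1, glp-1 and him-3 had adjusted p = 0.0858, 0.0947 and 0.117 without wild-type replicate 1. The higher antimicrobial peptide genes were 3 without wild-type replicate 3 and 2 without ddi-1(icb156) replicate 1 or 2, 3 F-box A genes were lower without ddi-1(icb156) replicate 1 or 2, and 2 pharynx genes were higher without ddi-1(icb156) replicate 1. The lower germline genes were 8 by DESeq2, 6 with the replicate number as a block and 1 with library sizes alone, and their median was -0.48 to -0.33 with each library left out in turn. By DESeq2 12 F-box A genes were lower, and with the stricter filter 4 of 10 chil genes and 3 of 9 antimicrobial peptide genes were higher. The pharynx had 2 higher genes by DESeq2, with library sizes alone, on both TPM scales and with the length offset. On log2(TPM + 1) the medians of the chil and pals families were 0.39 and 0.73, and with the stricter filter that of the pals family was 2.64.

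The 6 libraries make 10 splits of 3 against 3, too few for a share under 0.05, and for each of the following results 1 of the 10 splits, the real one, gave a result as large. In the real split 3606 genes passed and 462 were over the fold minimum, with 71 ORR, 111 BTZ, 48 skn-1a and 45 IPR genes among the latter, and the highest of the other splits had 0 genes for each by edgeR's test, the only one run on the splits, with 27 to 2036 genes at an unadjusted p below 0.05. Every other split mixes the genotypes within its groups, so the difference between genotypes adds to the spread within groups. With 0 genes over the minimum, the overlaps in those splits can only be 0. The set test passed for 23 lists in the real split and for at most 20 in the others. Among the other splits, 3 also part all 3 pairs of samples with the same number, and these had 0 passing genes and at most 19 lists.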

How the results depend on the processing

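Thinning every library to the smallest total was chosen after seeing the data, and the other alternatives were planned. No gene that passed was called in the other direction under any alternative, and 1637 (without ddi-1(icb156) replicate 2) to 3578 (DESeq2) of the 3606 calls were kept. Of the values of named genes under the alternatives, 1811 kept their direction and their side of the threshold, 133 no longer passed, 6 passed in addition and 14 changed sign, the cause of which was not tested. None of those that changed sign passed in either setting. For png-1 (log2 fold change -0.01) these were 0.07 with library sizes alone, 0.03 on log2(TPM + 0.5) and on log2(TPM + 1), 0.00 with the stricter filter and 0.01 when thinned, with a range of -0.05 to 0.04 without single libraries. For skn-1 (-0.03) it was 0.05 with library sizes alone, with a range of -0.06 to 0.01 without single libraries, and for wdr-23 (0.07) it was -0.00 with the length offset, with a range of -0.05 to 0.22. sur-5 (0.10) ranged from -0.02 to 0.35 without single libraries. Without a single library, 931 to 3085 genes were higher, 771 to 3474 were lower and 381 to 740 were over the fold minimum, with the highest counts without wild-type replicate 2, and 13 to 21 of the 25 genes named by the paper passed against 16 with all libraries. The genes over the minimum, 462 with all samples, were 226 on log2(TPM + 1), which draws low genes together, 302 with the stricter filter, which tests fewer genes, 239 above 1.5 on the natural log scale and 744 above 1 on the log2 scale. All 23 lists that passed the set test also passed under each alternative with the preset correlation (adjusted p at most 0.0375), and 7 passed with an estimated correlation, the ORR, skn-1a, IPR, pals and F-box A lists, the ORR and IPR genes in common and the IPR outside the ORR. Of the lists of cell type and stage markers 7 passed, and 0 with an estimated correlation in camera (0 at an unadjusted p below 0.05). Passing was gained by the SKN-1A surveillance pathway with the length offset (median -0.20, adjusted p = 0.0463, range over alternatives 0.0463 to 0.381), body wall muscle without ddi-1(icb156) replicate 3 (-0.16, 0.0329, range 0.0329 to 0.680) and cytosolic heat shock without wild-type replicate 2 (1.35, 0.0244, range 0.0244 to 0.680). With the replicate number as a block, 1404 genes were higher, 2198 lower and 469 over the minimum. The block, beside pals-5, changed the calls of gst-4, which passed (-0.41, adjusted p = 0.0345), and of ifb-2 (0.35, 0.0606), mlt-9 (-0.33, 0.0679) and myo-3 (-0.25, 0.0756), which did not, with adjusted p from 0.00335 to 0.133 for these 3 over the alternatives, and it changed no other call of a named gene or list. Depth limits genes of few counts. At a change of 1 on the log2 scale 63% of simulated genes were recovered. These were drawn above a minimum mean count, and far fewer genes were changed than passed in the data, so the share does not measure that limit.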

Differences from the paper's values

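The tests of elt-2 and tsen-54 were chosen only after their values were seen. The fold changes in S1 Table, in a column headed log2, are on the natural log scale, so the values here are given on that scale. The paper states no fold minimum, and 1.5 on the listed scale was used. Counts and representation factors are called within the bounds of the paper's value where one is no more than 1.5 times the other, and fold changes of single genes where they differ by no more than the error here. Of the first 1998 of the 4064 rows of S1 Table, the part read here, 398 have a p of 0.01 or more, up to 0.0203, although its heading gives a p below 0.01.

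The paper's representation factor for the overlap of up-regulated genes with the ORR is 13.8, and the value here is 23.4 with a minimum of 1.5 on the natural log scale and 15.1, within the bounds of the paper's, with one of 1.5 on the log2 scale. For the alternatives set before the deposited counts were examined, the bounds were met without wild-type replicate 2 and against genes of low expression. These gave at most 17.7, and the others, outside the bounds, gave 21.1 to 30.8. For the overlap with BTZ the paper's factor is 6.0, and the value here is 10.6, or 7.62, within the bounds, with the log2 minimum. Also within the bounds were log2(TPM + 1) (8.76), no wild-type replicate 2 (7.44) and the background of low expression (7.32), and the other alternatives were outside. With a minimum of 1 on the log2 scale, another alternative set then, the factors were 10.3 for the ORR and 5.97 for BTZ, both within the bounds. The shared genes themselves were within the bounds with the natural log minimum, at 57 ORR genes against the paper's 58 and 80 BTZ genes against its 86. Of the paper's 58 genes, 54 were over that minimum here. A factor also depends on the number of up-regulated genes, on the list members counted and on the background. Here 157 of the 206 ORR genes and 486 of the 700 BTZ genes were tested. The paper's background is not given in the sources used here. The paper's number of up-regulated genes above 1.5 is 360, and the number here is 239 on the natural log scale, or 462, within the bounds, on the log2 scale. Also within the bounds were library sizes alone (260), limma on log2(estimated count / size factor + 0.5) (246), no filter (267), the replicate block (245), no wild-type replicate 2 (385), no ddi-1(icb156) replicate 1 (247) and an adjusted p below 0.05 (240). Outside them were RLE size factors (231), DESeq2 (238), log2(TPM + 0.5), log2(TPM + 1) (76 in the latter), the stricter filter (150), the length offset (238), and the settings without wild-type replicate 1 (237), wild-type replicate 3 (231), ddi-1(icb156) replicate 2 (231) or ddi-1(icb156) replicate 3 (222), and 744 genes were above 1 on the log2 scale. Of the paper's 360 genes, 233 were higher and passed here, 210 of them over 1.5 on the natural log scale, and 81 were not tested.

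For zip-1 the paper's listed value is 1.46, and the natural log fold change here is 1.39. It lay within the bounds of the paper's with library sizes alone (1.45), on log2(TPM + 0.5) (1.45) and log2(TPM + 1) (1.41), with the stricter filter (1.40), with the length offset (1.45), without wild-type replicate 2 (1.44) and without ddi-1(icb156) replicate 2 (1.41), and outside them in the other alternatives. For elt-2 the paper's listed value is 3.88, and the gene here is at 0.03 (log2 fold change 0.05, standard error 0.07, adjusted p = 0.630). For tsen-54 the listed value is 5.74, and the gene here is at 0.08 (log2 fold change 0.12, standard error 0.15, adjusted p = 0.578). Both differed under all alternatives. Their listed values match those of a single transcript. Of the 360 genes listed above 1.5, 32 had a difference in the mean natural log of (estimated count / size factor + 0.5) below 0.5 over the whole gene here, and 2 of these passed and were higher.

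The paper lists old-1 and pals-17 as up-regulated in S1 Table, and neither passed here, at log2 fold changes of 1.44 (adjusted p = 0.0906) and 0.52 (adjusted p = 0.0891). The genes met the limit on the adjusted p and missed only the limit on p. That limit is also missed by 398 of the rows read of S1 Table, so the calls were not made at like thresholds. The natural log fold changes of old-1 and pals-17 here, 1.00 and 0.36, were within the bounds of the listed 1.16 and 0.36. Both passed without wild-type replicate 2 (2.30, adjusted p = 2.69e-04, and 0.63, adjusted p = 0.0179), and over all alternatives their adjusted p ran from 2.69e-04 to 0.232 and from 0.0179 to 0.253.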

Other observations

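The test of neighbouring genes below was the only hypothesis of this part, and it was written before its result was seen. Among the 6 genes of the SKN-1A surveillance pathway, 3 were lower and 3 did not pass, with a median log2 fold change of -0.14 (camera adjusted p = 0.0940, or 0.0463 to 0.381 over the alternatives). Besides ddi-1, sel-11, which encodes an ubiquitin ligase of the ER, fell by 0.49 on the log2 scale (standard error 0.09, adjusted p = 0.0146 from edgeR's quasi-likelihood test). skn-1, whose exons overlap csn-5, was at 106 ± 4.25 CPM in wild type and 104 ± 5.73 CPM in the mutants (SD, n = 3 each; adjusted p = 0.757). Of 11 oxidative stress genes that are targets of SKN-1C, 2 were lower and 9 did not pass, with a median of -0.11 (camera adjusted p = 0.241), and gst-4, which overlaps dhs-12, was at -0.39 (adjusted p = 0.134, or 0.0345 to 0.289 over the alternatives). Of 10 genes of cytosolic heat shock, 2 were higher and 8 did not pass, with a median of 0.85 (camera adjusted p = 0.174, or 0.0244 to 0.680 over the alternatives, with 0.0244 and a median of 1.35 without wild-type replicate 2), and in wild-type replicates 1 to 3 the list lay at -0.14, 0.78 and -0.32 from the wild-type mean, beside 0.86 to 1.04 in the mutants. In the ER unfolded protein response 1 of 14 genes was lower and 13 did not pass, with a median of -0.04 (camera adjusted p = 0.541). Of 8 genes of the mitochondrial unfolded protein response, 2 were higher and 6 did not pass, with a median of 0.03 (camera adjusted p = 0.725), and the higher genes included atfs-1, which encodes its main transcription factor (0.53, standard error 0.07, adjusted p = 0.00466). Of 14 genes of fatty acid desaturation and elongation, 2 were lower and 12 did not pass, with a median of -0.14 (camera adjusted p = 0.401), and fat-7, which encodes a stearoyl-CoA desaturase, was at -1.43 (standard error 0.17, adjusted p = 0.00424). In these lists the counts adjusted over the list alone were the same. Without wild-type replicate 2, 6 heat shock genes were higher, 2 SKN-1C targets, 2 genes of the ER response and 1 of fatty acid metabolism were higher as well, and 2 genes of the ER response and 1 of the mitochondrial response were lower. With any other single library left out 1 heat shock gene was higher, and hsp-16.1, which no longer passed, was at 1.81 to 2.22 against 2.12 with all libraries (adjusted p = 0.0953 to 0.119). Without wild-type replicate 2, hsp-16.1 was at 3.06 (adjusted p = 3.51e-06 from edgeR's test). The lower SKN-1C targets were 1 without wild-type replicate 1, wild-type replicate 3 or ddi-1(icb156) replicate 2, and the lower fatty acid genes 1 without ddi-1(icb156) replicate 1 or 3. For the ER response 2 genes were lower without wild-type replicate 1, and 0 passed edgeR's test without wild-type replicate 3, ddi-1(icb156) replicate 1 or ddi-1(icb156) replicate 2, with 2 to 3 lower at an unadjusted p below 0.05. With all libraries, library sizes alone in edgeR and limma on log2(TPM + 0.5) and log2(TPM + 1) gave 0 lower SKN-1C targets and 0 lower genes of the ER response (3 of each at an unadjusted p below 0.05), 1 higher gene of the ER response and 1 lower fatty acid gene. On both TPM scales 1 gene of the mitochondrial response was higher, and 1 of the ER response was higher by DESeq2 and with the replicate number as a block, with 2 lower by DESeq2 and without a filter.

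Markers of the intestine, muscle and epidermis and genes of the molting cycle did not pass the set test. Of 11 intestine markers, 1 was higher, 1 was lower and 9 did not pass, with a median of 0.10 (camera adjusted p = 0.790). Of 10 markers of body wall muscle, 1 was lower and 9 did not pass, with a median of -0.09 (camera adjusted p = 0.154, or 0.0329 to 0.680 over the alternatives, with 0.0329 and a median of -0.16 without ddi-1(icb156) replicate 3). Among 11 epidermis markers 2 were higher and 9 did not pass, and the list had a median of -0.15 but a mean of 0.38 and a camera direction upward (adjusted p = 0.725). The higher ones included nhr-25, which encodes a nuclear receptor of the epidermis and of molting, at 7.50 ± 0.435 CPM in wild type and 29.2 ± 2.02 CPM in the mutants (SD, n = 3 each; log2 fold change 1.96, standard error 0.10, adjusted p = 3.09e-04). Of 14 genes of the molting cycle, 2 were higher, 1 was lower and 11 did not pass, with a median of -0.05 but a mean of 0.03 and a camera direction upward (adjusted p = 0.836). mlt-7, which encodes a peroxidase needed for molting, was higher (1.52, standard error 0.12, adjusted p = 0.00112). Among the tested ORR genes outside the IPR, a list formed after seeing the data, 51 were higher, 14 were lower and 54 did not pass, with a median of 0.74 (camera adjusted p = 2.26e-07, or adjusted p = 0.0719 with an estimated correlation). The counts adjusted over the list alone were the same for these lists. Without wild-type replicate 2, 5 epidermis markers and 7 molting genes were higher and 2 molting genes lower, and grd-10 was at 3.44 (adjusted p = 7.53e-08 from edgeR's test). With any other single library left out 1 epidermis marker was higher, besides 1 lower without ddi-1(icb156) replicate 2. In those fits grd-10 no longer passed, at 2.03 to 2.40 against 2.37 with all libraries (adjusted p = 0.0843 to 0.115). By edgeR's test the higher molting genes were 1 without wild-type replicate 3, ddi-1(icb156) replicate 1 or ddi-1(icb156) replicate 2, and the lower ones 0 without wild-type replicate 1, wild-type replicate 3, ddi-1(icb156) replicate 2 or ddi-1(icb156) replicate 3 (2 to 3 at an unadjusted p below 0.05). In the intestine 0 genes were higher without wild-type replicate 1, wild-type replicate 3, ddi-1(icb156) replicate 1 or ddi-1(icb156) replicate 3 (1 at an unadjusted p below 0.05), and 0 were lower without wild-type replicate 1, wild-type replicate 3, ddi-1(icb156) replicate 2 or ddi-1(icb156) replicate 3 (2 to 3). In muscle 0 were lower with any single library but ddi-1(icb156) replicate 3 left out (1 at an unadjusted p below 0.05). With all libraries, 0 muscle markers were lower with library sizes alone, on both TPM scales, with the stricter filter, with the replicate number as a block and when thinned (1 to 2 at an unadjusted p below 0.05). The lower molting genes were 0 with library sizes alone and on both TPM scales (2 at an unadjusted p below 0.05) and 2 by DESeq2. In the intestine 2 genes were higher with library sizes alone, 0 with the block (1 at an unadjusted p below 0.05), and 2 were lower by DESeq2, and 1 epidermis marker was lower by DESeq2 and with the block. With the stricter filter 30 ORR genes outside the IPR were higher. Of all 15410 tested genes, 46.8% had groups that did not overlap, where chance gives 10%, and 1044 passing genes fell by more than the fold minimum.

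Genes over the fold minimum were placed on the 6 chromosomes unevenly, from 1.2% of the tested genes on chromosome I to 4.0% on chromosome II and 5.6% on chromosome V. A hypothesis was that they lie next to each other more often than chance. Of neighbouring pairs of tested genes, 93 were both over the minimum, against a median of 14 and a highest value of 30 in 10000 random draws of 462 genes (one-sided permutation p = 1e-04, the smallest the draws can give). Of these pairs, 24 share a family symbol, so related genes side by side, which may share reads, are part of the count of 93. The longest run was of 10 genes on chromosome II of WBcel235 from 2320334 to 2350162, from ZK1240.3 to F43C11.4. On chromosome V a run of 5 genes from 8739436 to 8762961 holds ddn-1 and B0507.8 beside ZC196.2, B0507.6 and B0507.7, and another from 12437440 to 12450002 holds pals-37, pals-38 and pals-39 with C54D10.9 and C54D10.10. Draws of single genes take no account of families, operons or duplicated regions, and these were not told apart here.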
